# *In silico* Design for Systems-Based Metabolic Engineering for the Bioconversion of Valuable Compounds From Industrial By-Products

**DOI:** 10.3389/fgene.2021.633073

**Published:** 2021-03-26

**Authors:** Albert Enrique Tafur Rangel, Wendy Ríos, Daisy Mejía, Carmen Ojeda, Ross Carlson, Jorge Mario Gómez Ramírez, Andrés Fernando González Barrios

**Keywords:** systems metabolic engineering, transcriptomics, machine learning, adaptive laboratory evolution, metabolic modeling resources/frameworks

## Abstract

Selecting appropriate metabolic engineering targets to build efficient cell factories maximizing the bioconversion of industrial by-products to valuable compounds taking into account time restrictions is a significant challenge in industrial biotechnology. Microbial metabolism engineering following a rational design has been widely studied. However, it is a cost-, time-, and laborious-intensive process because of the cell network complexity; thus, it is important to use tools that allow predicting gene deletions. An *in silico* experiment was performed to model and understand the metabolic engineering effects on the cell factory considering a second complexity level by transcriptomics data integration. In this study, a systems-based metabolic engineering target prediction was used to increase glycerol bioconversion to succinic acid based on *Escherichia coli*. Transcriptomics analysis suggests insights on how to increase cell glycerol utilization to further design efficient cell factories. Three *E. coli* models were used: a core model, a second model based on the integration of transcriptomics data obtained from growth in an optimized culture media, and a third one obtained after integration of transcriptomics data from adaptive laboratory evolution (ALE) experiments. A total of 2,402 strains were obtained with fumarase and pyruvate dehydrogenase being frequently predicted for all the models, suggesting these reactions as essential to increase succinic acid production. Finally, based on using flux balance analysis (FBA) results for all the mutants predicted, a machine learning method was developed to predict new mutants as well as to propose optimal metabolic engineering targets and mutants based on the measurement of the importance of each knockout’s (feature’s) contribution. Glycerol has become an interesting carbon source for industrial processes due to biodiesel business growth since it has shown promising results in terms of biomass/substrate yields. The combination of transcriptome, systems metabolic modeling, and machine learning analyses revealed the versatility of computational models to predict key metabolic engineering targets in a less cost-, time-, and laborious-intensive process. These data provide a platform to improve the prediction of metabolic engineering targets to design efficient cell factories. Our results may also work as a guide and platform for the selection/engineering of microorganisms for the production of interesting chemical compounds.

## Introduction

Shifting from petrochemical sources to renewable, abundant, and inexpensive feedstocks to obtain valuable chemicals has become a promising goal for the chemical industry (Vlysidis et al., 2011). The biodiesel industry has increased in the last years by using renewable raw materials, but it generates large amounts of glycerol, which has become a burden. The bioconversion of glycerol is a potential route to increasing the use of bio-based succinic acid, a critical building block chemical with an attractive market. The availability of three pathways for succinic acid production (Figure 1; Chen et al., 2013a), the adaptability to different environments, and the accessibility of metabolic engineering and omics tools make *Escherichia coli* an attractive cell factory. However, some challenges, such as low growth rate and yield, the use of a rich medium, the generation of by-products, and various anaerobic requirements, need to be overcome for bio-based succinic acid production, considering cost-effective issues, as compared with the petroleum-based approach.

**FIGURE 1:**
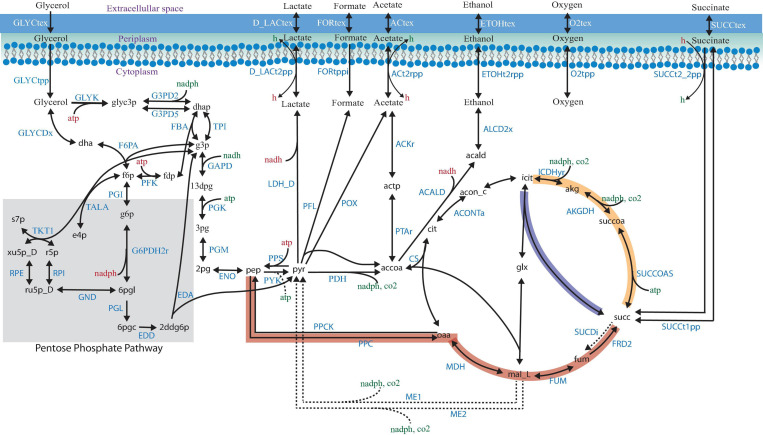
Succinic acid pathways from glycerol in *Escherichia coli*. The three pathways for succinic acid production are indicated by the thick red (the PEP–pyruvate–oxaloacetate node—the reductive TCA branch), yellow (the oxidative TCA branch), and blue (the glyoxylate shunt) arrows. Relevant biochemical reactions are represented based on the ID BIGG database names (King et al., 2016).

The main goal of using microbial cell factories is to design cheap and high-yield biotechnology-based conversion processes. A significant problem to be solved is how to enhance cell growth while using its capabilities to obtain a high-yield target chemical product. A classical approach for that is adaptive laboratory evolution (ALE), which is based on the selection of microorganisms with superior production capability after random mutagenesis screening. Another approach to strain improvement is metabolic engineering, which uses genetic manipulation to optimize the production of desired compounds. Metabolic engineering selects targets that increase productivity based on the rationality of trial-and-error development cycles and an understanding of the routes playing a significant role in the synthesis. Strain design with this method has been extensively applied to use and/or produce interesting compounds (Kern A. et al., 2007; Chen et al., 2013a,b; Förster and Gescher, 2014; Woo and Park, 2014), including bio-based organic acids by substrate transport enhancement, gene overexpression, and deletion (Shams Yazdani and Gonzalez, 2008; Zhang B. et al., 2012; Buschke et al., 2013; Förster and Gescher, 2014; Yin et al., 2015; Zhu and Jackson, 2015). However, making the strain industrially competitive requires much time, effort, and high cost (Rangel et al., 2020).

When DNA was discovered in the last century, a new approach called metabolic network modeling for the study of cellular metabolism was developed (O’Brien et al., 2015). It allows to determine how several pathways in a cell can interact, as well as to elucidate basic microbial processes (Haggart et al., 2011). The first genome-scale metabolic network was described in 1999, and in 2002, the use of metabolic modeling to analyze recombinant pathways was reported (Carlson et al., 2002). Several models have been developed ever since with significant accuracy and useful predictions (Portela et al., 2013) that can be used to guide experimental studies (Pharkya and Maranas, 2006; O’Brien et al., 2015). COnstraints-Based Reconstruction and Analysis (COBRA) methods make it possible to predict, given a cellular objective function, attractive targets to increase or maximize biochemical yields, and to determine perturbations after genetic manipulations of the cell (Kim, 2012; Ruckerbauer et al., 2015). OptKnock, OptStrain, OptForce, and OptReg are some COBRA methods developed to predict metabolic engineering targets for cell optimization by using gene–protein reaction (GPR) relationship (Burgard et al., 2003; Pharkya et al., 2003; Pharkya et al., 2004; Pharkya and Maranas, 2006; Ranganathan et al., 2010).

OptKnock applies a flux balance analysis (FBA) approach for simulating genome-scale metabolic models (GEMs). It assumes that each organism’s metabolic network has been tuned through evolution for some objective function, be it a maximal growth rate or energy efficiency (e.g., minimal ATP utilization). While this assumption may be valid for wild-type (WT) organisms that have evolved over many hundreds or thousands of generations, it may be less appropriate for engineered mutants (KO) because they have been engineered in a controlled environment and unexposed to the same evolutionary forces. Hypothesizing that mutant organisms are unable to immediately adapt their metabolic network to achieve the WT objective function, computational tools such as minimization of metabolic adjustment (MOMA) were developed (Segre et al., 2002). This approach is mathematically formalized as a quadratic programming (QP) problem, finding a suboptimal flux profile that is a minimal Euclidean distance from the WT (WT-FBA) and the genetically perturbed (KO-FBA) organisms. FBA combined with MOMA evaluation after OptKnock prediction could provide a more accurate prediction of the immediate metabolic response to KO than FBA does on its own. However, a large list of knockout combinations could be obtained when computational tools are used, and select which test in a lab can be laborious.

Several approaches to optimize cell factories have been developed, but conventional and computational approaches have not always been successful due to unexpected changes in the cell where an intracellular complex interconnected network of genes, proteins, and reactions exists. Systems metabolic engineering has emerged as an approach that integrates metabolic engineering and combined metabolic and “omics” network models. This approach could be beneficial for genome-scale modeling because it reduces the solution space and generates accurate predictions (Nordlander et al., 2008; Feist et al., 2010; Blazier and Papin, 2012; Machado and Herrgård, 2014; Rangel et al., 2020). Mainly considering that under certain environmental conditions, there are a limited number of reactions that are active according to transcriptional responses and other regulation phenomena to provide beneficial improvements for the cell bioconversion process (Fong and Marciniak, 2003; Fong et al., 2005; Lee and Palsson, 2010; Conrad et al., 2011; Wang et al., 2011; Zhang J. et al., 2012; Bao et al., 2014).

In this study, systems metabolic engineering for overproduction of succinic acid from glycerol in *E. coli* ATCC 8739 was used through integration of transcriptomics data to metabolic models and classification tree analysis using the random forest to classify gene targets predicted by OptKnock. Our strategy took advantage of transcriptomics data obtained from an evolved *E. coli* in glycerol and an optimized culture media. These data were subsequently integrated into a metabolic network model to predict targets using OptKnock. Predicted combinations were then evaluated using FBA, flux variability analysis, and MOMA to determine the effects of gene reaction knockout in the cell. Finally, predicted target reactions were evaluated using random forest to determine the importance of each target using succinic acid production, growth rate, and Euclidian distance between the WT strain and each mutant as response variables.

## Materials and Methods

### Strains and Culture Conditions

*E. coli* ATCC 8739 was used in this study. It was obtained commercially from the American Type Culture Collection (ATCC). A glycerol-based medium containing the following components (per liter) was used as the reference culture condition: 5 g of yeast extract, 2.5 g of NaCl, 5 ml of trace metal solution [0.55 g/L CaCl_2_, 0.10 g/L MnCl_2_ 4H_2_O, 0.17 g/L ZnCl_2_, 0.043 g/L CuCl_2_ 2H_2_O, 0.06 g/L CoCl_2_ 6H_2_O, 0.06 g/L Na_2_MoO_4_ 2H_2_O, 0.06 g/L Fe(NH_4_)_2_(SO4)_2_ 6H_2_O, 0.20 g/L FeCl_3_ 6H_2_O], 5 ml of MgSO_4_ (1 M), and 30 g of glycerol. A 50 ml culture was carried out in a 250 ml baffled-conical Erlenmeyer flask and cultivated aerobically at 37°C and 200 rpm.

Two conditions were evaluated in this study: an adapted *E. coli* on high glycerol concentrations (30, 40, 50, 60 g/L) and an optimized culture condition. For the first condition, four *E. coli* cultures were continuously subcultured each for 72 h in Luria–Bertani (LB) medium (5 g/L of NaCl, 10 g/L of tryptone, and 5 g/L of yeast extract, supplemented with 30, 40, 50, or 60 g/L). After every three subcultured rounds (216 h), the concentration of tryptone was decreased from 1 until reaching 0 g/L. Then, 10 subcultured rounds each for 72 h were carried out. During the complete experiment, a 50 ml culture was carried out in a 250 ml non-baffled-conical Erlenmeyer flask and cultivated aerobically at 37°C and 200 rpm. For each subcultured round, an OD ∼0.33 600 nm was considered as inoculum starting point. At the end of each tryptone decreasing, 1 ml of culture was kept at –80°C and used for further evaluation of growth and glycerol uptake. For the optimized culture condition, the glycerol-based medium was supplemented with 1 g of NH_4_Cl, 6 g of Na_2_HPO_4_, and 3 g of K_2_HPO_4_ at the same conditions as the reference culture.

### Differential Expression Analysis

RNA-Seq was carried out in triplicate for all conditions. For the adapted strain, the culture conditions for RNA-Seq were the same as those for the optimized culture medium condition. To harvest cells for total RNA purification, the culture sample was first treated with RNAprotect Bacteria Reagent (Cat No./ID: 76506), and enzymatic lysis and proteinase K digestion of the bacteria were carried out following the manufacturer’s protocol. Then, the Qiagen RNeasy Mini kit (Cat No./ID: 74104), following the manufacturer’s protocol, was used to obtain the total RNA for further analysis. Each sample was treated with DNase following the protocol in order to remove the DNA. The samples were sent to commercial RNA-Seq services for further sample processing and sequencing (Genewiz, South Plainfield, NJ).

Clean, raw data was obtained by removing the reads containing adapters using Trimmomatic. The sequence RefSeq: NC_CP010468 was employed for mapping. RNA reads were mapped using the software bowtie2, and featureCounts was employed to read counts. SARTools (Statistical Analysis of RNA-Seq data Tools) (Varet et al., 2016) was used for statistical RNA-Seq analysis. Differentially expressed genes (DEGs) were identified using the DESeq2 R Package. The functional classification of the DEGs was performed using Gene Ontology (GO) analysis by Blast2GO (Götz et al., 2008). The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar, 2002) and are accessible through GEO Series accession number GSE140847.

### Genome-Scale Metabolic Network Reconstruction

In order to obtain metabolic engineering targets to overproduce succinic acid from glycerol, two *E. coli* models were used: *EColiCore2* (ECC2) (data under peer review) and iTA1338 for *E. coli* ATCC 8739 (Supplementary File 1). Gene associations for both models were modified to ECOLC_RS number based on the sequence RefSeq: NC_CP010468 to facilitate the integration of transcriptomics data. Extensive manual curation was conducted, including (i) adding/eliminating transport reactions and extracellular metabolites and (ii) filling pathway gaps. GapFind and GapFill, two optimization problems that search for root metabolite problems that are not connected in the network and that solve them, were used to fill gaps in iTA1338, including biomass reaction BIOMASS_Ec_iML1515_WT_75p37M (Supplementary File 1). All optimization problems were solved using the COBRA Toolbox v.3.0 (Heirendt et al., 2019).

### Transcriptomics Integration and Metabolic Engineering Target Prediction

The gene inactivity moderated by metabolism and expression (GIMME) (Becker and Palsson, 2008) method was used to integrate transcriptome data with the *E. coli* metabolic model. This method then minimized the usage of low-expression reactions while keeping the objective (e.g., biomass) above a certain value. Expressed genes were considered according to their expression level with log2 fold change (FC) ≥ |1|. Next, according to the GPR rules and the defined gene expression states, a specific activity state for each reaction was identified. Finally, a specific context model was obtained from the transcriptomic data. Metabolic engineering targets were obtained using OptKnock. However, MOMA was used to understand the probability of those mutants predicted to be adapted and to reach the optimal state (predicted succinic and growth flux) considering the Euclidean distance. It because OptKnock predicts an optimal state, but after genetic manipulation cell are not in this state. The maximum uptake rate of glycerol was set to 13.3 mmol/g DW h^–1^. The OptKnock, GIMME, and MOMA methods were conducted using COBRA Toolbox v.3.0 (Heirendt et al., 2019) in MATLAB 2017b and Gurobi 8.0.1.

### Machine Learning to Determine Potential Metabolic Engineering Targets

Random forest models are supervised machine learning approaches, which have the advantage of giving a summary of the importance of each variable. This approach is based on a randomized variable selection process. An estimation of variable importance is provided by *IncNodePurity*, which measures the decrease in tree node purity that results from all splits of a given variable over all trees (Li et al., 2015). For interpretation purposes, this measure can be used to rank variables by the strength of their relation to the response variable (Li et al., 2015). A matrix of binary values was built from *m* mutant predicted and *n* reactions in the set of possible reactions to be knocked out. In this matrix, one represents the presence of one specific reaction to be deleted in the mutant and zero the absence in the combination of reactions to be deleted in the mutant. The matrix was partitioned into training and test sets; the training set was used to build a random forest model to predict succinic acid production, growth rate, or the growth rate Euclidean distance between the mutant and WT strains as response variables. For the training set, succinic acid production, growth rate variable response was initially predicted using FBA, and the growth rate Euclidean distance between the mutant and WT strains was predicted using MOMA. Next, the model performance was assessed using the testing set. Finally, we used the random forest to determine the importance of each target reaction over the three evaluated response variables.

## Results

### Glycerol Consumption of *E. coli* After Adaptive Laboratory Evolution

Luria–Bertani is one of the most common cultures used industrially for the growth of *E. coli*. In order to increase glycerol consumption by *E. coli* on LB media, an ALE experiment was carried out. Results obtained in this study, before the ALE experiments, suggest that even when high cell density cultures are reached, a low consumption of glycerol is observed. For all the four conditions (supplementation of 30, 40, 50, or 60 g/L of glycerol), a growth curve was carried out, showing that a maximum of 7 g/L consumption of glycerol could be achieved naturally by *E. coli*. Nevertheless, after the ALE experiments, an increase of 3 g/L in the glycerol consumption was observed for the strain growing in a supplementation of 30 g/L of glycerol. Despite this data showing an increase of around 30% in glycerol consumption, it is far below that obtained in the optimized culture, which reaches a consumption of 30 g/L of glycerol (data under peer review).

### Transcriptional Response of *E. coli* for Aerobic Glycerol Consumption

A cell is considered a complex system where a large number of processes are carried out. These processes then involve an interaction between genes, transcripts, proteins, metabolites, and reactions, among others (Lee et al., 2012; Furusawa et al., 2013; Rangel et al., 2020). Metabolic models are reconstructed by using genome information; however, it is well known that metabolism is given by environmental conditions by passing through a cell regulation process. This causes some genes to be turned on and off under certain conditions. 

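Transcription was measured by RNA-Seq in 3 groups of 3 *E. coli* cultures. The reference group grew in the glycerol-based medium with 30 g/L of glycerol. The optimized group was the same strain in this medium with extra ammonium and phosphate, which were NH4Cl at 1 g/L, Na2HPO4 at 6 g/L and K2HPO4 at 3 g/L. The evolved group was a strain obtained by ALE, the continued subculture of cells on glycerol, and it grew in the optimized medium. The evolved group therefore differs from the optimized group in strain, and from the reference in both strain and medium. The sample labels give 6 h of culture at harvest and name rRNA depletion. The authors trimmed the reads with Trimmomatic 0.38, mapped them with Bowtie2, counted them per gene with featureCounts and deposited raw counts in a table for each comparison with the reference. The 2 tables hold 3509 and 3539 genes, share 3507 and give identical counts for the reference libraries. Total counts over the shared genes were 28233066, 28211419 and 32114511 for reference replicates 1, 2 and 3. They were 31273276, 34093828 and 29537747 for the optimized libraries and 36990017, 30019012 and 36590337 for the evolved libraries. The most abundant gene took 14% to 16.9% of the counts in the reference, 7.52% to 11.8% in the optimized and 8.68% to 12.5% in the evolved libraries. Spearman correlations of the counts across genes were 0.977 to 0.998 between libraries of the same group, 0.778 to 0.802 between the reference and the other groups, and 0.936 to 0.974 between evolved and optimized libraries. Genes are not independent replicates in these correlations. No pair of a group differed by less than the sampling noise, and the closest was that of reference replicates 1 and 3 (chi-square of 104100 on 3468 degrees of freedom). This does not show that they come from separate cultures, and they are treated as replicates because the labels describe 3 cultures per group. Evolved replicate 1 lay nearer to the optimized libraries (mean correlation of 0.971) than evolved replicates 2 and 3 (0.952 and 0.94). The 9 libraries were fitted together with edgeR's quasi-likelihood model after TMM scaling, over the 3469 genes with a mean count of at least 100. A DEG was a gene with an adjusted p under 0.05 and a log2 FC of at least 2 in size, the definition of the study. Gene symbols were taken from Table 1 and enzyme or transport functions from the gene and reaction lists of Supplementary File 1, the larger of which was held only in part. All other genes carry only a locus tag here.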

To determine which reactions are active to obtain high accurate models, two transcriptomic profiles were obtained from an ALE experiment and an optimized culture medium.

DEGs were determined using the DESeq2 statistical package after filtering out low count reads with an average value of <100. Significant DEGs were defined as those whose abundance had at least a log2 fold change [(log2 FC) > | 2|] between the reference condition (glycerol-based medium) and a chosen experimental condition (optimized culture medium and evolved strain) at a false discovery rate (FDR)-corrected *P* < 0.05. Relevant genes with log2 FC > | 1| for glycerol metabolism or under the same regulon were taken into account. Figure 2 shows the distribution of DEGs using a log2 FC ≥ |2| for one strain growing in the optimized culture medium and one evolved strain growing in the same optimized medium. This analysis determined that 478 genes were differentially expressed, with 222 genes downregulated and 256 upregulated for the optimized medium, and 431 DEGs for the evolved strain, of which 223 genes were downregulated and 208 genes were upregulated. 

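Among genes with a symbol or function, the largest rises in the optimized medium were in the enterobactin system, by which *E. coli* makes a siderophore and takes up iron with it. In the optimized medium, the log2 FC against the reference was 8.99 for 2,3-dihydroxybenzoate adenylate synthase (ECOLC_RS16415), 7.96 for isochorismate synthase (ECOLC_RS16420), 7.56 for isochorismatase (ECOLC_RS16410) and 7.18 for enterochelin esterase (ECOLC_RS16465). In the evolved strain these 4 genes rose by 6.31 to 7.82 on the log2 scale, and a gene of 1,4-alpha-glucan uptake (ECOLC_RS21475) by 6.80. The largest falls included an acetylornithine transaminase (ECOLC_RS10130, −8.85 in the optimized medium), arginine succinyltransferase (ECOLC_RS10135, −8.74) and an ammonia transport gene (ECOLC_RS17010, −8.35). All of these passed an adjusted p of 0.05 from edgeR, with standard errors of 0.29 to 0.60 on the log2 scale. Of the 3469 genes tested, 454 were DEGs in the optimized medium, 244 upregulated and 210 downregulated. In the evolved strain 411 were DEGs, 201 upregulated and 210 downregulated. Compared directly with the optimized medium, the evolved strain had 73 DEGs, 28 higher and 45 lower. Without evolved replicate 1, the library nearest to the optimized group, the direct comparison gave 91 DEGs. At an adjusted p under 0.05 and any size of change, 2528 genes differed between the optimized medium and the reference, 2321 between the evolved strain and the reference, and 1210 between the evolved strain and the optimized medium. The balance of rises and falls depended on the scaling. Upregulated genes were 53.7% of the DEGs in the optimized medium, 48.9% in the evolved strain and 38.4% in the direct comparison, and 39.7%, 40.6% and 54.4% with upper-quartile scaling. That scaling placed the median log2 FC of all genes at −0.34, −0.17 and 0.15, against −0.05, 0 and 0.03 with TMM.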

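Glutamine synthetase (ECOLC_RS22340), which assimilates ammonium into glutamine, was among the genes downregulated past the log2 FC limit in the optimized medium only. Its TMM-normalized CPM (counts scaled to library size) were 11740 ± 2902 (SD, n = 3) in the reference, 669.7 ± 78.1 in the optimized medium and 4214 ± 1260 in the evolved strain. Its log2 FC was −4.13 in the optimized medium and −1.48 in the evolved strain, and the direct difference was 2.65 (standard error 0.28, adjusted p = 0.000149 from edgeR). The genes past the limit in the evolved strain only included 4 genes of L-aspartate transport by an ABC system, chosen after their values were seen. ECOLC_RS16105 had a log2 FC of −3.36 in the evolved strain and −0.63 in the optimized medium, and ECOLC_RS16110, ECOLC_RS16115 and ECOLC_RS16120 had −2.32 to −2.57 and −1.08 to −1.33. All 4 were lower in the evolved strain in the direct comparison, by −1.03 to −2.73. The optimized value of ECOLC_RS16105 no longer passed without optimized replicate 2 (adjusted p = 0.0698) or reference replicate 1 or 3 (0.0693 and 0.0542). In all, 57 genes were downregulated DEGs in the optimized medium only and 57 in the evolved strain only. Falling short of the limit in the other comparison is not a difference by itself. Of the first 57, 38 differed between the evolved strain and the optimized medium at an adjusted p under 0.05 from edgeR, and 46 were also lower in the evolved strain at a log2 FC of at least 1 in size. Of the second 57, 40 differed in the direct comparison, and 35 were also lower in the optimized medium at that size.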

When comparing DEGs in the optimized medium and those in the evolved strain, 59 downregulated genes were found to be unique in the evolved strain and 58 unique genes for the optimized medium. In this context, 47 and 95 upregulated genes were found to be unique in the evolved strain and the optimized medium, respectively (Figure 2).

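Some genes of aerobic respiration and the TCA cycle were upregulated past the limit in the optimized medium only. Of the 4 genes of cytochrome bo3, a terminal oxidase, 3 were in this set, and all 4 were lower in the evolved strain than in the optimized medium, with log2 FC of −1.69 to −1.92 (4 when adjusted over the list alone). The direct differences were −1.57 for a succinyl-CoA synthetase gene (ECOLC_RS15730), and −1.28 and −1.17 for the 2-oxoglutarate dehydrogenase genes ECOLC_RS15735 and ECOLC_RS15740. A gene assigned to pyruvate formate lyase, a fermentation enzyme, was past the limit in the evolved strain only. This gene, ECOLC_RS14465, had a log2 FC of 2.96 against 1.40 in the optimized medium and a direct difference of 1.56 (standard error 0.25, adjusted p = 0.00153 from edgeR). Upregulated DEGs numbered 89 in the optimized medium only and 46 in the evolved strain only, and 155 were shared. Of the 26 subsystems of the core model with at least 5 tested genes, a grouping chosen after the data were seen, none was enriched among the 89 (Fisher's exact test, one-sided). The lowest adjusted p was 0.132, for 4 genes of the citric acid cycle against 0.767 expected, and at an unadjusted p under 0.05 there were 2, this and cysteine metabolism (0.00509 and 0.0211). Oxidative phosphorylation had 3 genes against 1.71 expected (adjusted p = 1). In the direct comparison 71 of the 89 and 36 of the 46 passed an adjusted p under 0.05 from edgeR. Of the 89, 55 were also higher in the evolved strain at a log2 FC of at least 1, and of the 46, 37 were also higher in the optimized medium. Both comparisons use the same 3 reference libraries, which alone makes their fold changes alike. In 20 simulations of unchanged groups against shared reference libraries, no gene was called in both comparisons, the mean correlation of the fold changes was 0.5 and the mean covariance 0.0216. No gene changed in these simulations, so the absence of shared DEGs there gives no baseline for the overlap of changed genes. The observed correlation across genes was 0.9085 and the covariance 2.235, a difference in covariance of 2.213. On average 66.6% of the simulated genes had the same sign in both comparisons, against 84.35% observed. Independent lists of the observed sizes would share 14.1 upregulated and 12.7 downregulated genes, against the observed 155 and 153. A split of the 3 reference libraries would leave 1 library in one part, so they were not split, and part of the excess may come from the shared libraries. Both groups also grew in the same optimized medium.

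**Figure D1:**
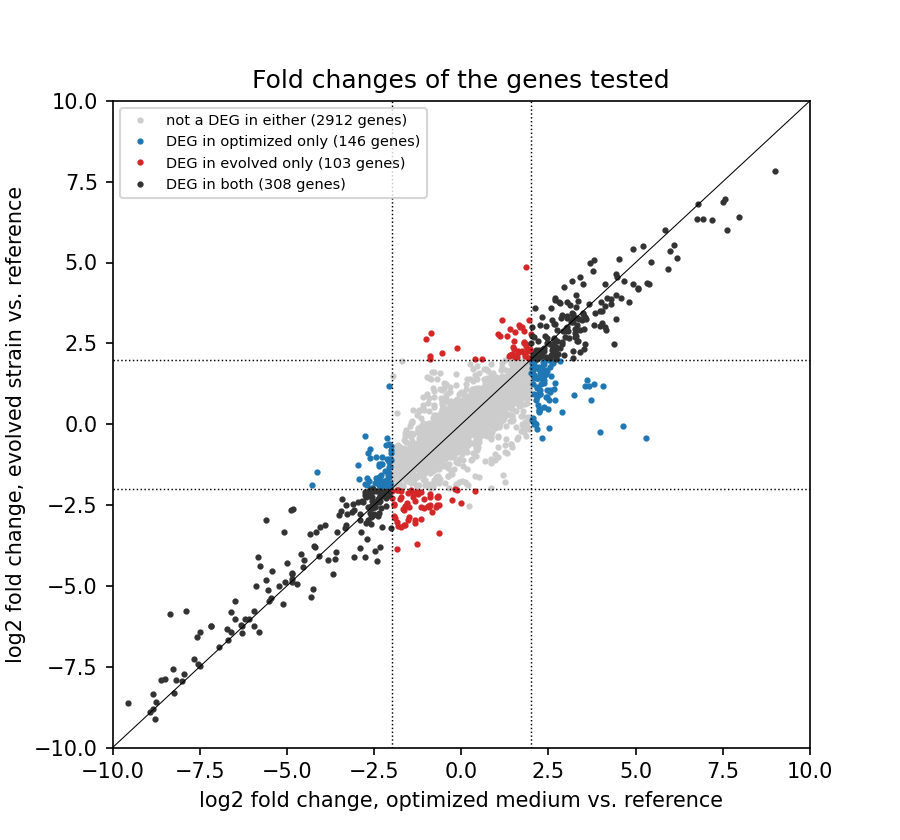
Log2 fold change of each of the 3469 genes tested in the optimized medium (horizontal axis) and in the evolved strain (vertical axis), both against the reference. Colors mark whether a gene was a DEG in both, in one or in neither comparison, dotted lines mark a log2 fold change of 2 in size and the solid line equal values, and the genes lie along that line with a correlation of 0.9085.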

**FIGURE 2:**
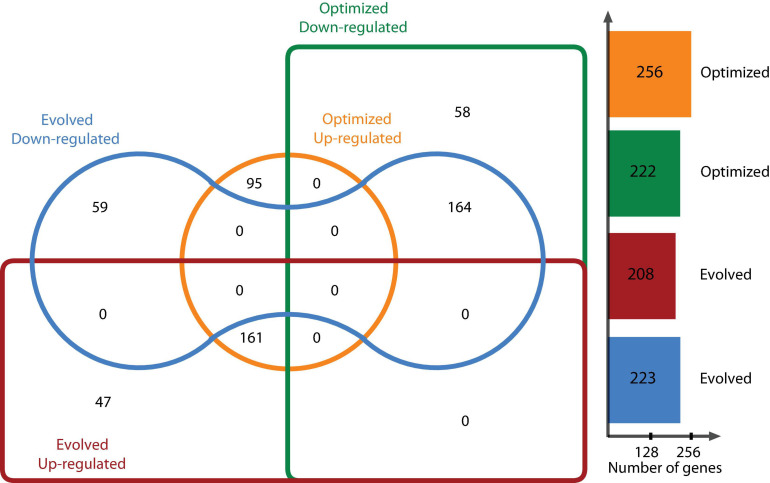
*E. coli* ATCC 8739 differentially expressed genes in the optimized medium vs. glycerol-based medium and the evolved strain vs. glycerol-based medium.

DEGs were classified into the following three groups using GO analysis: biological processes, molecular functions, and cellular components. 

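Genes of glycerophosphocholine uptake and of nitrogen metabolism were among the 153 genes downregulated in both comparisons. The 4 genes of sn-glycerol-3-phosphocholine transport (ECOLC_RS01405, ECOLC_RS01410, ECOLC_RS01415 and ECOLC_RS01420), chosen after their values were seen, had a log2 FC of −2.66 to −4.31 in the optimized medium and −2.96 to −5.34 in the evolved strain. Each gene carries a single reaction label here, so any other substrates of these transport genes are not shown. An asparagine synthetase (ECOLC_RS22960) had −5.60 and −2.97, with adjusted p of 6.22e-06 and 0.000243 from edgeR. The 3-aminoacrylate hydrolase ECOLC_RS13895, an enzyme of pyrimidine breakdown, had −8.49 and −7.87. A symbol or reaction was found for 22 of the 153 genes, with the larger reaction list of Supplementary File 1 held only in part. Set against the subsystems of the core model of Supplementary File 1, a grouping chosen after the data were seen, 7 of the 153 were among its 510 tested genes. None of the 26 subsystems with at least 5 tested genes held more of them than chance gives (Fisher's exact test, one-sided, lowest adjusted p = 0.693). Inner membrane transport, with 2 genes in the set, was the 1 subsystem with an unadjusted p under 0.05 (0.0356). The Blast2GO annotation was not used here.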

The shared downregulated genes predominantly included those involved in the metabolic process (cellular, organic substances, nitrogen compounds, and primary metabolic processes), chemicals, stress and stimulus responses, and heterocyclic compound systems. Between downregulated genes, we found *phoB* and *phoR*, which are involved in phosphorous uptake and metabolism since, under excess phosphorous, PhoR inactivates *phoB* (Makino et al., 1989). Figure 3 shows the level 2 GO terms for unique down- and upregulated genes in both conditions using Blast2GO (Götz et al., 2008). The 117 unique downregulated genes at log2 FC ≥ |2| and an adjusted *P* ≤ 0.05 were classified into 15 functional groups. Two GO terms, signaling and locomotion, were only present for the evolved strain, and one GO term, multiorganism processes, was only present for the optimized culture condition in downregulated genes (Figure 3A).

**FIGURE 3:**
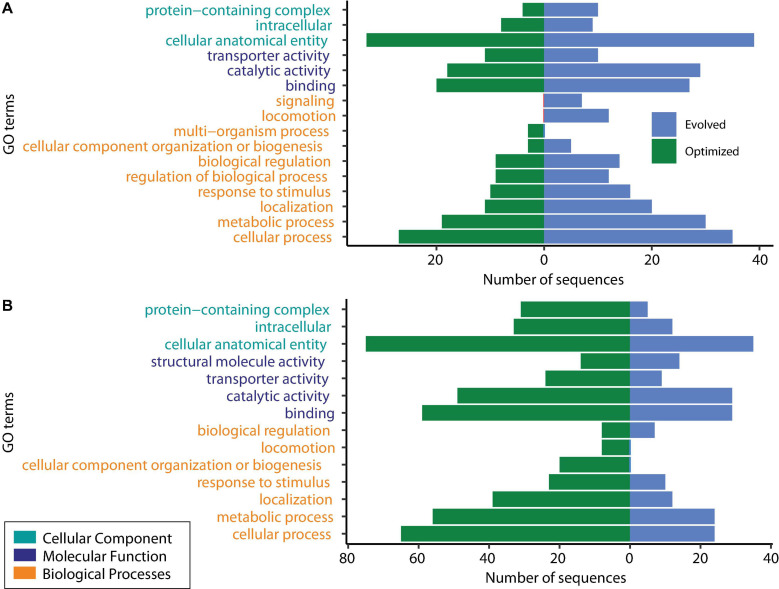
Gene Ontology (GO) analysis of unique differentially expressed genes. **(A)** Downregulated genes. **(B)** Upregulated genes.

GO analysis revealed that shared upregulated DEGs (Figure 2) are involved mostly in the metabolic process (51%), including GO terms such as cellular, organic substances, primary, and nitrogen compound processes; 11% of the upregulated genes were associated with biosynthetic processes and the establishment of localization. 

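Genes of purine and pyrimidine biosynthesis were the group most enriched among the 155 genes upregulated in both comparisons. Of its 18 tested genes in the core model, 11 were in the shared set, against 2.01 expected. Phosphoribosylglycinamide synthase (ECOLC_RS21625), an early step of purine synthesis, had a log2 FC of 4.46 in the optimized medium and 4.55 in the evolved strain. Phosphoribosylformylglycinamidine synthase (ECOLC_RS06035) had 4.12 and 4.33, and phosphoribosylaminoimidazolecarboxamide formyltransferase (ECOLC_RS21620) had 4.19 and 3.91. These 3 examples were chosen after their values were seen. Arginine and proline metabolism followed, with 7 of 12 genes in the set against 1.34 expected. The subsystems were those of the core model in Supplementary File 1, a grouping chosen after the data were seen, and 57 of the 155 genes were among its 510 tested genes. Of the 26 subsystems, purine and pyrimidine biosynthesis (adjusted p = 6.01e-06, Fisher's exact test, one-sided) and arginine and proline metabolism (adjusted p = 0.00101) passed. Oxidative phosphorylation, with 9 of 38 genes against 4.25 expected, did not (adjusted p = 0.152). By camera over all tested genes of a subsystem, oxidative phosphorylation passed as higher in both comparisons, with 33 and 22 of its 38 genes higher (adjusted p of 1.28e-06 and 0.000296, and 0.41 and 0.389 with an estimated correlation). Purine and pyrimidine biosynthesis passed (1.38e-05 and 1.84e-06, and 0.43 and 0.389 with an estimated correlation), as did arginine and proline metabolism (0.0271 and 0.0182, and 0.498 and 0.483 with an estimated correlation). Genes of a subsystem can share an operon, which makes such p-values too small.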

The main GO terms for molecular functions were those involved in a binding activity (66%), counting ions, heterocyclic compounds, organic cyclic compounds, small molecules, and protein binding, followed by transferase activity (10%) and transmembrane transporter activity (9%). About 42% of the DEGs categorized in cellular functions were implicated in membrane GO terms, with 17% in the cell periphery and 16% in the cytoplasm.

Glycerol metabolism in *E. coli* is mediated by *glp* operons. 

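All 9 genes of the *glp* list, which covers glycerol uptake and the use of glycerol-3-phosphate, rose in both comparisons. The glycerol-3-phosphate antiporter gene *glpT* (ECOLC_RS07555) had a log2 FC of 5.38 (standard error 0.39) in the optimized medium and 4.35 (0.38) in the evolved strain. The gene of the glycerol channel, *glpF* (ECOLC_RS22045), had 4.13 (0.31) and 3.02 (0.29). For *glpB* (ECOLC_RS07545) and *glpC* (ECOLC_RS07540), parts of the anaerobic glycerol-3-phosphate dehydrogenase, the values were 2.84 and 2.58 in the optimized medium and 3.74 and 3.59 in the evolved strain. The largest adjusted p of these 4 genes was 9.8e-06, from edgeR. All 9 genes also passed when adjusted over the list alone, and 7 of them reached a log2 FC of 2 in both comparisons. Their median log2 FC was 2.84 in the optimized medium and 3.59 in the evolved strain. The list passed limma's camera test with adjusted p of 8.33e-05 and 3.71e-05. With an estimated correlation it did not (adjusted p = 0.188 and 0.182 with an estimated correlation). The study names these genes from the same libraries, so the list is not independent evidence of its direction.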

In consequence, transcriptomic analysis shows shared upregulation of *glpBCFKQTX* genes. The changes in bacterial gene expression in response to glycerol utilization are summarized in Table 1. 

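The 14 genes of Table 1 span a wide range of transcript levels. In the optimized medium the highest mean CPM after *glpK* were those of *glpD* (ECOLC_RS01540), with 8202 ± 1057 (SD, n = 3), and *glpQ* (ECOLC_RS07560), with 7098 ± 1928. In the evolved strain *glpQ* reached 8691 ± 2960 and *glpD* 5974 ± 957.0. *glpC* (ECOLC_RS07540) lay far lower, at 131.8 ± 18.7 in the optimized medium and 264.6 ± 33.8 in the evolved strain. *frdC* (ECOLC_RS20750), a subunit of fumarate reductase, had the lowest level in both groups, at 45.9 ± 11.6 and 92.0 ± 16.3. For *glpT* and *glpF* the evolved libraries were spread widely, from 1243 to 3811 CPM for *glpT* (ECOLC_RS07555) and from 934.1 to 1919 for *glpF* (ECOLC_RS22045), and all of these values lay below those of the optimized libraries.

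**Figure D2:**
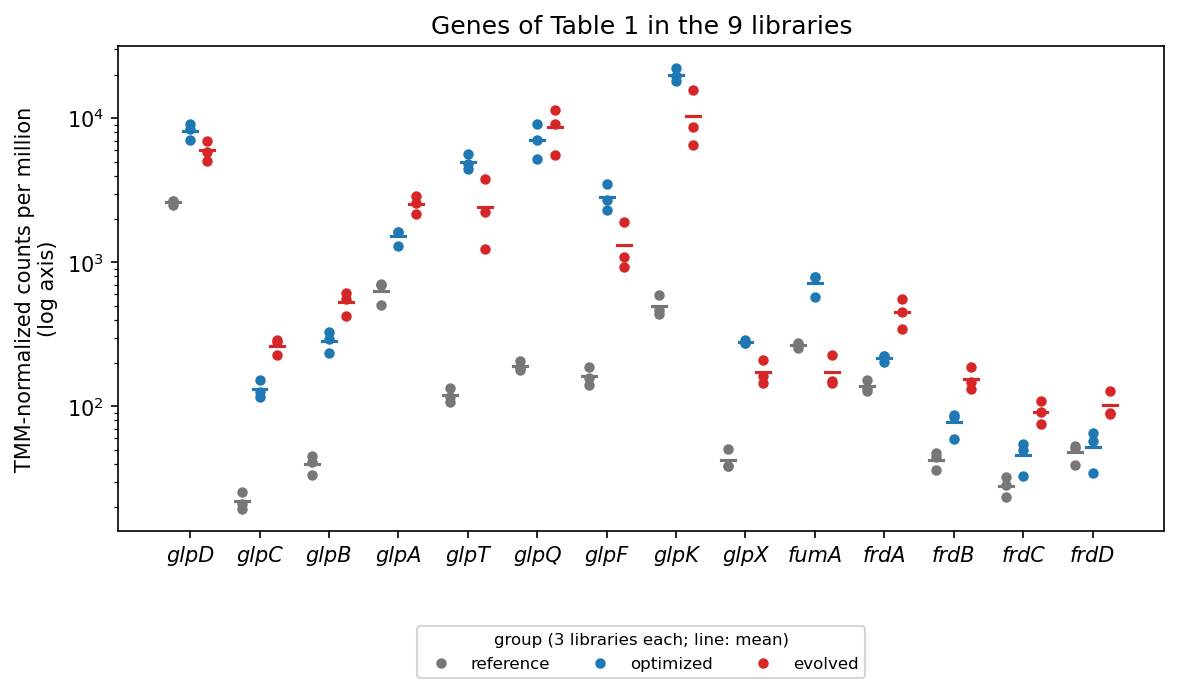
TMM-normalized CPM, on a log axis, of the 14 genes of Table 1 in the 9 libraries. Points are libraries, 3 per group, and lines are group means, and *glpK* has the highest level in the optimized medium and in the evolved strain.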

During glycerol utilization, GlpF permease facilitates glycerol entry into *E. coli* for further transformation into glycerol-3-phosphate (Gly-3-P) by GlpK under aerobic conditions. 

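Among the 14 genes of Table 1, *glpK* (ECOLC_RS22050), the gene of glycerol kinase, had the highest transcript level in the optimized medium and in the evolved strain. Its CPM were 501.0 ± 82.2 (SD, n = 3) in the reference, 20000 ± 2073 in the optimized medium and 10280 ± 4744 in the evolved strain. In the optimized medium this mean lay at the 99.9th percentile of the 3469 genes tested. The log2 FC of *glpK* against the reference was 5.32 (standard error 0.36, adjusted p = 7.41e-07 from edgeR) in the optimized medium and 4.36 (0.34, adjusted p = 2.15e-06) in the evolved strain. CPM are not divided by gene length, so ranks between genes also carry their lengths.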

Comparing *glpK* expression with the values obtained for other genes in the glp regulon showed that *glpK* was one of the most highly expressed genes. However, a difference of ∼1 log2 FC between the evolved strain and the optimized culture condition was exhibited in the *glpFKX* operon (Table 1). 

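In the direct comparison all 3 genes of the operon were lower in the evolved strain than in the optimized medium. The log2 FC was −1.11 for *glpF* (ECOLC_RS22045; standard error 0.27, adjusted p = 0.0115 from edgeR), −0.96 for *glpK* (ECOLC_RS22050; 0.30, adjusted p = 0.0314) and −0.69 for *glpX* (ECOLC_RS22055; 0.16, adjusted p = 0.0085). In each of the 3 genes every evolved library lay below every optimized library, an arrangement with an exact two-sided permutation p of 0.1, the smallest that 3 against 3 allow. The adjusted p of *glpK* was 0.0514, 0.0921 and 0.0638 without optimized replicate 1, 2 or 3, and 0.108 and 0.0862 without evolved replicate 2 or 3, while its log2 FC stayed at −0.72 to −1.02. *glpT* (ECOLC_RS07555), with −1.03 (adjusted p = 0.0355), was at 0.0569 to 0.106 without any optimized library or without evolved replicate 2 or 3, and at 0.0613 with only the 6 libraries compared.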

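*glpX* (ECOLC_RS22055), which encodes a fructose-1,6-bisphosphatase of gluconeogenesis, rose against the reference in both groups. Its CPM were 42.4 ± 6.81 (SD, n = 3) in the reference, 280.7 ± 7.48 in the optimized medium and 173.5 ± 34.0 in the evolved strain. The log2 FC was 2.73 (standard error 0.17, adjusted p = 4.38e-07 from edgeR) and 2.03 (0.17, adjusted p = 2.99e-06). Phosphoenolpyruvate carboxykinase (ECOLC_RS01650), another gluconeogenic enzyme, had a log2 FC of 3.39 (adjusted p = 1.53e-07) and 2.92 (adjusted p = 3.81e-07), and phosphoenolpyruvate synthase (ECOLC_RS10370) had 2.38 and 1.96. Of the 22 genes of glycolysis and gluconeogenesis tested, 19 rose and 1 fell in the optimized medium, and 17 rose and 1 fell in the evolved strain. The counts were the same when adjusted over the list alone. The list passed camera with adjusted p of 8.33e-05 and 3.71e-05, and did not pass with an estimated correlation (adjusted p = 0.188 and 0.182 with an estimated correlation).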

As a consequence of the regulatory network, an increase in the expression of *glpX* was detected (2.76 log2 FC), which is part of the *glpFKX* operon and works as an alternative fructose-1,6-bisphosphatase involved in gluconeogenesis by catalyzing the hydrolysis of fructose-1,6-bisphosphate to fructose 6-phosphate (Booth, 2014). Overexpression of *glpX* has been shown to increase hydrogen production (Kim et al., 2011). Additionally, transcriptomic analysis showed upregulation of both flavin oxidases *glpD* and *glpABC*.

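The aerobic dehydrogenase gene *glpD* (ECOLC_RS01540) had a log2 FC of 1.65 (standard error 0.17, adjusted p = 1.5e-05 from edgeR) in the optimized medium and 1.20 (0.17, adjusted p = 0.000153) in the evolved strain. For *glpA* (ECOLC_RS07550), the catalytic subunit of the anaerobic enzyme, the values were 1.26 (0.18, adjusted p = 0.000131) and 2.00 (0.18, adjusted p = 7.18e-06). The other subunit genes, *glpB* and *glpC*, passed the log2 FC limit of 2 in both comparisons, while *glpD* stayed under it in both and *glpA* fell just short of it in the evolved strain before rounding.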

**TABLE 1:** Differential expression of genes involved in glycerol metabolism.

RefSeq tag (ECOLC_RS)	Gene name	Old locus tag	Product	Log2 FC Exp 3	Log2 FC evolved
01540	*glpD*	EcolC_0288	Aerobic glycerol-3-phosphate dehydrogenase	1.69	1.21
07540	*glpC*	EcolC_1408	Anaerobic glycerol-3-phosphate dehydrogenase subunit C	2.61	3.59
07545	*glpB*	EcolC_1409	Anaerobic glycerol-3-phosphate dehydrogenase subunit B	2.87	3.74
07550	*glpA*	EcolC_1410	Sn-glycerol-3-phosphate dehydrogenase subunit A	1.28	2.00
07555	*glpT*	EcolC_1411	Glycerol-3-phosphate transporter	5.41	4.36
07560	*glpQ*	EcolC_1412	Glycerophosphoryl diester phosphodiesterase	5.25	5.52
22045	*glpF*	EcolC_4091	Aquaporin	4.17	3.03
22050	*glpK*	EcolC_4092	Glycerol kinase	5.36	4.37
22055	*glpX*	EcolC_4093	Fructose-1,6-bisphosphatase	2.76	2.05
10840	*fumA*	EcolC_2018	Fumarate hydratase	1.46	−0.60
20740	*frdA*	EcolC_3856	Fumarate reductase flavoprotein subunit	0.68	1.71
20745	*frdB*	EcolC_3857	Fumarate reductase iron-sulfur subunit	0.89	1.87
20750	*frdC*	EcolC_3858	Fumarate reductase subunit C	0.74	1.72
20755	*frdD*	EcolC_3859	Fumarate reductase subunit D	0.16	1.09

The electron-transport chains of *E. coli* are composed of many different dehydrogenases and terminal reductases. Glycerol metabolism in *E. coli* uses oxygen as the main electron acceptor, but it could also employ fumarate under anaerobic conditions by encoding a fumarate reductase complex under anaerobic conditions (Jones and Gunsalus, 1987; Cecchini et al., 2002). Table 1 shows log2 FC for *fumA* and *frdABCD* genes in *E. coli*. The *fumA* gene was encoded for abundant fumarase, predominantly expressed in the optimized culture medium (1.55 log2 FC), but not for the evolved strain (−0.53 log2 FC). 

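*fumA* (ECOLC_RS10840), the gene of an aerobic fumarase, rose in the optimized medium and was lower in the evolved strain than in either other group. Its CPM were 266.2 ± 12.8 (SD, n = 3) in the reference, 717.7 ± 123.0 in the optimized medium and 174.0 ± 45.2 in the evolved strain. The log2 FC was 1.43 (standard error 0.19, adjusted p = 8.86e-05 from edgeR) in the optimized medium and −0.61 (0.19, adjusted p = 0.0166) in the evolved strain. The direct difference was −2.04 (0.20, adjusted p = 9.11e-05). Another of the genes that Supplementary File 1 assigns to fumarase, ECOLC_RS10845, had −0.28 (adjusted p = 0.164) in the optimized medium, and was lower at 0.0104 with upper-quartile scaling. It had −1.54 (adjusted p = 3.01e-05) in the evolved strain and −1.27 (adjusted p = 0.000654) in the direct comparison. Of the 17 TCA cycle genes tested, 14 were lower in the evolved strain than in the optimized medium and 1 was higher, by 1.39 (15 and 1 when adjusted over the list alone). The list passed camera with an adjusted p of 2.15e-06 and did not pass with an estimated correlation (adjusted p = 0.655 with an estimated correlation). The fall of *fumA* against the reference no longer passed without evolved replicate 2 (adjusted p = 0.0666) or 3 (0.0507).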

FumA has been reported to be predominantly expressed under aerobic conditions (Chen et al., 2012). Under aerobic conditions, the catalysis of succinate to fumarate interconversion is mediated by the succinate dehydrogenase complex encoded by *sdhABCD* (Cecchini et al., 2002). However, in this study, *sdhABCD* genes were not found to be differentially expressed in any of the culture conditions. 

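Supplementary File 1 assigns 4 genes to succinate dehydrogenase, and none of them reached a log2 FC of 2 in any comparison. In the optimized medium 3 of the 4 were higher than in the reference at an adjusted p under 0.05 from edgeR, and these 3 also passed when adjusted over the list alone. The log2 FC was 1.13 for ECOLC_RS15750 (standard error 0.26, adjusted p = 0.00306), 1.11 for ECOLC_RS15755 (0.29, adjusted p = 0.00555) and 0.67 for ECOLC_RS15760 (0.22, adjusted p = 0.0199). ECOLC_RS15765 had −0.07 (adjusted p = 0.806). In the evolved strain against the reference the 4 values ran from −0.44 to 0.21 and stayed short of the test, with a lowest adjusted p of 0.157. In the direct comparison ECOLC_RS15750, ECOLC_RS15755 and ECOLC_RS15760 were lower in the evolved strain, with log2 FC of −0.93 to −1.08 (adjusted p of 0.0217, 0.0162 and 0.00787). The first and second of these direct differences no longer passed without optimized replicate 3 (0.0792 and 0.0587), evolved replicate 2 (0.0739 and 0.0624) or evolved replicate 3 (0.0795 and 0.0621). The rise of ECOLC_RS15760 ended without reference replicate 1 or 3 or optimized replicate 3 (adjusted p of 0.0715, 0.0717 and 0.0829) and with upper-quartile scaling (0.122).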

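The 4 genes of fumarate reductase, the enzyme of anaerobic fumarate respiration, were all higher in the evolved strain than in the optimized medium. The direct log2 FC was 1.06 for *frdA* (ECOLC_RS20740; standard error 0.17, adjusted p = 0.0015 from edgeR), 1.01 for *frdB* (ECOLC_RS20745; 0.18, adjusted p = 0.0029), 1.00 for *frdC* (ECOLC_RS20750; 0.21, adjusted p = 0.00539) and 0.95 for *frdD* (ECOLC_RS20755; 0.24, adjusted p = 0.0133). Against the reference, all 4 rose in the evolved strain, with log2 FC of 1.71, 1.87, 1.72 and 1.08. In the optimized medium *frdA*, *frdB* and *frdC* rose by 0.65, 0.86 and 0.71, and *frdD* had 0.13 (adjusted p = 0.644). The counts of 4, 4 and 3 genes were the same when adjusted over the list alone, which the study chose on these libraries and which is not independent evidence. The difference for *frdD* no longer passed without evolved replicate 2 (adjusted p = 0.0552). The rises of *frdA* and *frdC* in the optimized medium ended with upper-quartile scaling (0.0868 and 0.0997), and that of *frdC* also without reference replicate 2 (0.0624).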

Interestingly, among the upregulated genes in the adapted strain, a difference of ∼1 log2 FC in the expression of the fumarate reductase genes (*frdABCD*), which is used in anaerobic growth, was observed over the optimized culture condition.

The maltose operon of *E. coli* consists of genes that encode proteins involved in the uptake and metabolism of maltose and maltodextrins. These genes have been found to be highly associated with upregulation under glycerol utilization as a carbon source, and changes in the level of *glpK* transcription had a significant effect on *malT* transcription (Chagneau et al., 2001). 

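Maltoporin, amylomaltase and 3 of 4 genes of 1,4-alpha-glucan uptake, which Supplementary File 1 assigns to maltose and maltodextrin use, rose in both comparisons. Of the 4 genes of the ABC system for 1,4-alpha-glucan uptake, ECOLC_RS21465 had a log2 FC of 6.76 (standard error 0.56, adjusted p = 2.96e-06 from edgeR) in the optimized medium and 6.34 (0.55, adjusted p = 4.43e-06) in the evolved strain. ECOLC_RS21475 had 6.79 and 6.80, and ECOLC_RS21480 had 4.00 and 3.76. The remaining gene, ECOLC_RS21485, had −0.66 (adjusted p = 0.151) and −0.59 (adjusted p = 0.205), and passed as lower in the optimized medium with upper-quartile scaling (adjusted p = 0.0458) and in the evolved strain without evolved replicate 1 (0.0101). The maltoporin gene ECOLC_RS21460 had 5.84 and 6.01, and the amylomaltase gene ECOLC_RS01585 had 1.46 and 2.16. A phosphorylase gene assigned to glycogen breakdown, ECOLC_RS01580, had 2.68 and 3.10, while the other gene assigned to that reaction, ECOLC_RS01520, had −0.23 and 0.26 (adjusted p of 0.342 and 0.304). Without reference replicate 2 it was lower in the optimized medium (0.0486). With all libraries, amylomaltase was the 1 gene of this group that differed between the evolved strain and the optimized medium, by 0.70 (adjusted p = 0.0183), a call that ended without optimized replicate 1 or 3 or evolved replicate 1 (0.0574, 0.063 and 0.0531). Without evolved replicate 1, ECOLC_RS21465 and ECOLC_RS21480 were lower in the evolved strain (adjusted p of 0.0186 and 0.0208), and without reference replicate 2 ECOLC_RS01520 was higher there (0.51, adjusted p = 0.0403). The sources used here do not pair these locus tags with *mal* gene names.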

In this study, *malEFKMTPQ* genes were shown to be upregulated in both conditions. For *malT*, the log2 FC was more highly expressed in the optimized culture condition than in the evolved strain. The same behavior was observed for *glpK*. Thus, a high expression of this regulon in this study could be presumably linked to the high expression of the *glpK* gene since they showed similar log2 FC.

As a result of glycerol metabolism, acetate is mainly generated. In our analysis, the phosphate acetyltransferase encoded by *pta*, which catalyzes the reversible conversion between acetyl-CoA and acetylphosphate (Lin et al., 2005; Blankschien et al., 2010), was found to be upregulated (∼2.30 log2 FC). Also, the *atpABCDEFGH* genes have a role in the generation of ATP from ADP and phosphate. These genes were observed to be upregulated, with similar log2 FC, except for *atpA*, which had a difference of around 1 log2 FC in the optimized culture medium with respect to the evolved strain.

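Supplementary File 1 assigns 2 genes to phosphotransacetylase. ECOLC_RS07275 rose to the same extent in both groups, from a CPM of 216.9 ± 34.4 (SD, n = 3) in the reference to 1097 ± 124.1 in the optimized medium and 1087 ± 170.1 in the evolved strain. Its log2 FC was 2.34 (standard error 0.17, adjusted p = 1.48e-06 from edgeR) and 2.33 (0.17, adjusted p = 1.57e-06), and the direct difference was −0.01 (0.16, adjusted p = 0.96). The other gene, ECOLC_RS06550, had group means of 4.81 to 5.82 CPM, with −0.20 (adjusted p = 0.19) and −0.27 (adjusted p = 0.0872). It passed as lower in both with upper-quartile scaling (0.0106 and 0.0178) and without reference replicate 2 (0.0335 and 0.0206), and in the evolved strain with the 10 most abundant genes left out (0.0474). A gene assigned to acetate kinase (ECOLC_RS09570), which makes acetate from acetylphosphate, had 4.04 (0.21, adjusted p = 1.1e-07) and 3.50 (0.20, adjusted p = 2.72e-07). These were the largest values in the list of acetate metabolism and mixed-acid fermentation. That list held 2 upregulated DEGs in the optimized medium and 3 in the evolved strain. Of the 17 tested genes of acetate metabolism and mixed-acid fermentation, 9 rose and 2 fell in the optimized medium, and 12 rose and none fell in the evolved strain (9, 2, 13 and 0 when adjusted over the list alone). The list passed camera in the evolved strain with an adjusted p of 0.00322 and did not pass with an estimated correlation (adjusted p = 0.233 with an estimated correlation). It did not pass in the optimized medium (adjusted p = 0.117).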

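Of the 9 genes that Supplementary File 1 assigns to ATP synthase, 8 rose in both comparisons (8 when adjusted over the list alone), and 7 were DEGs in both. Their median log2 FC was 2.65 in the optimized medium and 2.35 in the evolved strain. The largest values were those of ECOLC_RS23015, with 3.45 (standard error 0.21, adjusted p = 4.15e-07 from edgeR) and 3.22 (0.21, adjusted p = 6.33e-07). ECOLC_RS22985 had 0.31 (adjusted p = 0.193) and 0.32 (adjusted p = 0.194), and passed as higher in both only without reference replicate 2 (adjusted p of 0.000525 and 0.000459). In the direct comparison the 9 genes ran from −0.75 to 0.03. ECOLC_RS23010, with −0.75 (0.19, adjusted p = 0.0135), and ECOLC_RS23005, with −0.47 (0.16, adjusted p = 0.0465), were lower in the evolved strain, and 1 of them passed when adjusted over the list alone. The call for ECOLC_RS23010 ended without evolved replicate 2 (0.052). That for ECOLC_RS23005 ended without any optimized or evolved library or reference replicate 3 (0.0548 to 0.127), with the replicate number as a block (0.0643) and with upper-quartile scaling (0.0973). ECOLC_RS22995, with −0.49 (0.0532), passed with DESeq2 (0.0115), with RLE scaling (0.0452) and without reference replicate 2 or evolved replicate 1 (0.0312 and 0.0384). ATP synthase passed camera with adjusted p of 0.000168 and 0.000134 against the reference, and did not pass with an estimated correlation (adjusted p = 0.402 and 0.434 with an estimated correlation). The locus tags are not paired here with *atp* gene names.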

### Predicting Potential Metabolic Engineering Targets for Succinic Acid Overproduction

Genome-scale metabolic models (GEMs) are defined as a complete set of reactions involved in cell metabolism, given by genome annotation, regardless of whether the annotated metabolic genes are expressed in a given environment. This assumption could be correct in genome-scale models because core models represent the central metabolism, but the full potential of GEMs remains unexploited mainly (Ataman et al., 2017). To avoid this situation and to evaluate the effects of using a core or a large model to predict metabolic engineering targets, three models were used: a core model (ECC2) and two models obtained after the integration of transcriptomics data that can help to elucidate the actual state of the metabolic network *in vivo* for further metabolic engineering.

### Metabolic Model Reconstruction and Transcriptomics Integration

For the integration process, a reconstruction of the metabolic model for *E. coli* ATCC 8739 was carried out based on the iEcolC 1368 (Monk et al., 2013), iEC1349_Crooks (Monk et al., 2016), and iML1515 models (Monk et al., 2017). Extensive manual curation was conducted to fill pathway gaps. Transport and exchange reactions were added or eliminated, enabling nutrient uptake and by-product secretions. Finally, the resulting model was designated iTA1338, and it involved 2,032 metabolites, 2,804 reactions, and 1,338 genes (Supplementary File 1). After that, using GIMME, context-specific metabolic networks were constructed departing from the iTA1338 model for two types of strains: (1) WT *E. coli* ATCC 8739 growing in an optimized culture medium (iTA818) (Supplementary File 1) and (2) *E. coli* ATCC 8739 strains evolved to grow on glycerol (iTA821) (Supplementary File 1). Manual curation was carried for the iTA821 model based on GapFind and GapFill results.

Figure 4 illustrates the number of reactions obtained for each model after transcriptomic integration. The same growth rate was observed after integration; however, flux distribution in 24 reactions was exhibited (Figure 4B). The reactions only present in iTA821 are mainly associated with the inner membrane transport (14). Other unique reactions in iTA821 were mapped to be linked to the citric acid cycle, cofactor and prosthetic group biosynthesis, glutamate metabolism, inorganic ion transport and metabolism, the nucleotide salvage pathway, oxidative phosphorylation, and pyruvate metabolism, among others. Unusual reactions of iTA818 were mainly associated with transport, including the transport outer membrane porin (218), transport inner membrane (50), and transport outer membrane (15), followed by cell envelope biosynthesis (37), the nucleotide salvage pathway (24), glycerophospholipid metabolism (14), alternate carbon metabolism (12), and cofactor and prosthetic group biosynthesis (7), among others.

**FIGURE 4:**
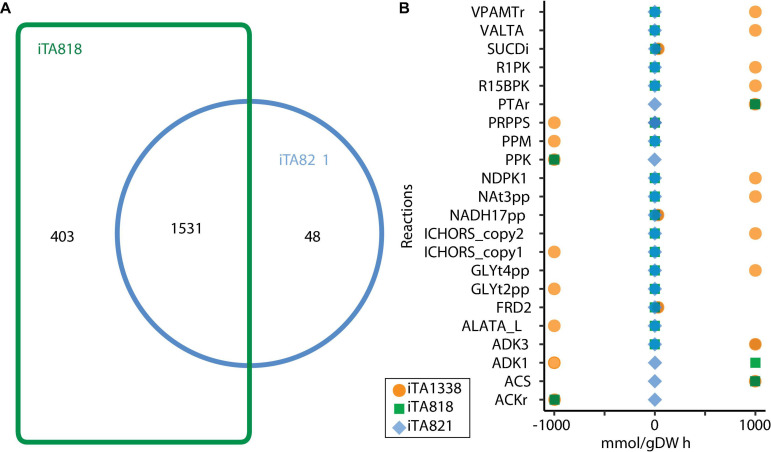
Models comparison after transcriptomic integration using gene inactivity moderated by metabolism and expression (GIMME) under aerobic conditions. **(A)** Venn diagram or reactions included in the model. **(B)** Flux Balance Analysis under aerobic conditions.

### *In silico* Systems Metabolic Engineering Targets Prediction

To predict *E. coli* strains that overproduce succinic acid from glycerol, OptKnock was used (Burgard et al., 2003). Before predicting the reaction target to overproduce succinic acid, both metabolic networks were preprocessed. The goal of preprocessing was to obtain a smaller set of selected reactions that could serve as valid targets for gene knockouts. First, all reactions displaying maximum and minimum fluxes equal to zero were removed from the set of potential reactions to be knocked out. Next, all reactions that had been experimentally found to be essential for growth were removed from consideration (Joyce et al., 2006). Also, the reactions that were found to be computationally essential were not considered, as well as non-gene-associated reactions.

Ten OptKnock rounds of mutant prediction were carried out. In each round, the set of reactions was set up to 1, 2, 3, … 10, and 100 mutants were requested per round. ECC2, iTA818, and iTA821 models were used to predict mutants of succinic acid overproducers; 811, 806, and 785 possible mutants were obtained from the ECC2, iTA818, and iTA821 models, respectively (Supplementary File 2). Figure 5 describes the frequency of the reactions predicted in all the possible mutants. It can be seen that 30 reactions were above the average frequency. Reactions acetate kinase (ACKr), fructose 6-phosphate aldolase (F6PA), fumarase (FUM), pyruvate dehydrogenase (PDH), pyruvate formate lyase (PFL), phosphotransacetylase (PTAr), succinate dehydrogenase (SUCDi), triosephosphate isomerase (TPI), glycerol-3-phosphate dehydrogenase-NADP (G3PD2), and glycerol dehydrogenase (GLYCDx) were frequently predicted for the all models. It is important to mention that G6PDH2r, LDH_D, PGL, and POX were not predicted to be part of models iTA818 and iTA821 after integration.

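No gene that Supplementary File 1 assigns to these 4 reactions reached a log2 FC of 1 in size against the reference, the limit given for the integration. Of 3469 genes tested, 1281 reached it in the optimized medium and 1087 in the evolved strain, at an adjusted p under 0.05 from edgeR. Genes of succinate dehydrogenase (SUCDi), which the paper lists as frequently predicted for all models, ran from −0.44 to 0.21 in the evolved strain. In the optimized medium ECOLC_RS15750 and ECOLC_RS15755 of that reaction had 1.13 and 1.11. Missing the limit does not set the 4 reactions apart, and why they were left out was not tested. Glucose 6-phosphate dehydrogenase (G6PDH2r, ECOLC_RS09555) had 0.53 (standard error 0.13, adjusted p = 0.00341 from edgeR) in the optimized medium and −0.17 (0.13, adjusted p = 0.26) in the evolved strain, with a direct difference of −0.70 (adjusted p = 0.00275). Pyruvate oxidase (POX, ECOLC_RS14640) had −0.72 (0.20, adjusted p = 0.00755) and 0.26 (0.19, adjusted p = 0.257), with a direct difference of 0.98 (adjusted p = 0.00446). The D-lactate dehydrogenase genes (LDH_D) had 0.79 and 0.26 for ECOLC_RS08110, and 0.64 and 0.56 for ECOLC_RS12180. 6-phosphogluconolactonase (PGL, ECOLC_RS15520) had 0.38 (0.16, adjusted p = 0.0477) and 0.45 (0.16, adjusted p = 0.0265). The call for PGL in the optimized medium ended without reference replicate 2 or 3, optimized replicate 2 or 3 or any evolved library (0.0578 to 0.251), and in the evolved strain without reference replicate 2 or evolved replicate 2 or 3 (0.0666 to 0.0948). It also ended in the optimized medium with RLE scaling (0.0597), upper-quartile scaling (log2 FC 0.09, adjusted p = 0.607), only the 6 libraries compared (0.118), the replicate number as a block (0.0824), the 10 most abundant genes left out (0.0816) and the authors' deposited statistics (0.0652), and in the evolved strain with upper-quartile scaling (0.156) and the block (0.0518). That for ECOLC_RS12180 ended in the optimized medium without reference replicate 2 or optimized replicate 2 or 3 (0.0515 to 0.096), and in the evolved strain without optimized replicate 3 or any reference or evolved library (0.0512 to 0.145). Upper-quartile scaling ended it in both (0.156 and 0.141), and in the evolved strain so did the replicate number as a block (0.0622) and leaving out the 10 most abundant genes (0.0588). Upper-quartile scaling ended the optimized call of ECOLC_RS09555 (adjusted p = 0.0988) and made its fall in the evolved strain pass (0.0346).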

**FIGURE 5:**
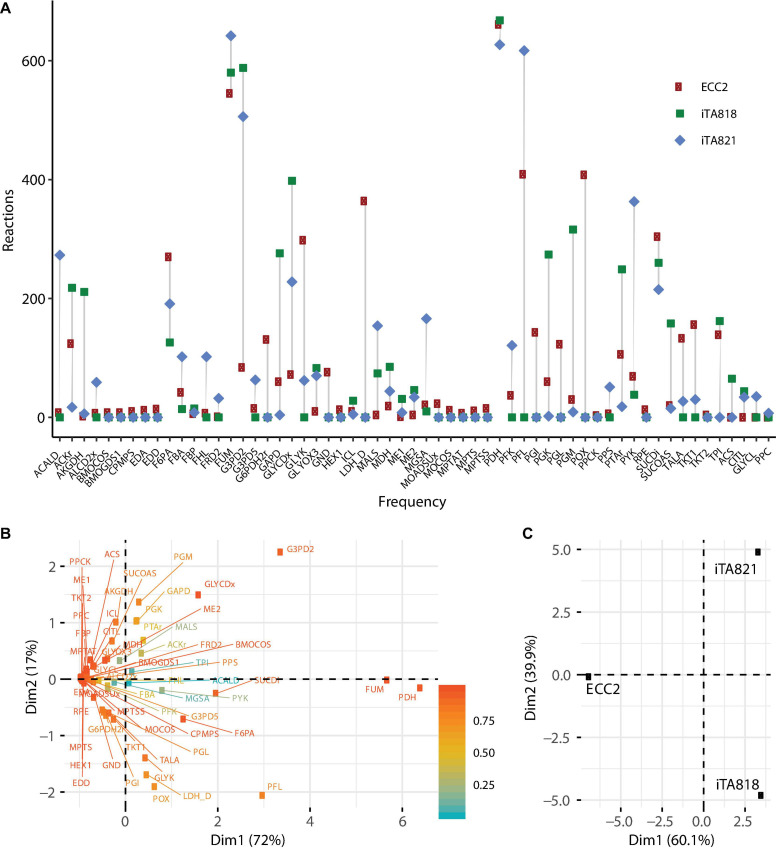
Metabolic engineering targets predicted by OptKnock. **(A)** Frequency of reactions predicted by OptKnock for each model, with combinations of knockouts from 1 to 10 reactions per mutant. **(B)** PCA for metabolic targets predicted. **(C)** PCA for models using predicted targets.

Interestingly, in the complete set of reactions predicted, PDH was the most frequent target reaction, followed by FUM in all the models (Figure 5), and minimal variations in the knockout frequency were observed for these reactions. Figure 5A shows the plot of the first two principal components of the principal components analysis (PCA), representing the variability of 89% of the data. This analysis shows how PDH and FUM knockouts are closely related to succinic acid overproduction from glycerol. Regions of high variability are clustered along with the first principal component, presenting a value of zero for the first principal component. This indicates that the factors that make up the first principal component are critical for high titers. The contributions of different models to the first two principal components of the PCA are shown in Figure 5B, and they are indicative of the relative influence on the variability in knockout predictions given by transcriptomic integration.

A cluster analysis between the reaction frequency for each *k* deletion showed that elimination of acetate, formate, and lactate by-products mediated by POX, PFL, and LDH_D is highly related to PDH and FUM deletion (Figure 6). This phenomenon, probably due to PDH deletion, results in reduced conversion of pyruvate to acetyl-CoA, which is the main substrate in ACKr and PTAr reaction to generate acetate (Figure 1), a competitive by-product on succinate production (Blankschien et al., 2010). Then, if PDH deletion is not carried out, ACKr and PTAr knockouts would become essential to increasing succinate production, as well as minimizing costs in the separation process (Kurzrock and Weuster-Botz, 2010; López-Garzón and Straathof, 2014).

**FIGURE 6:**
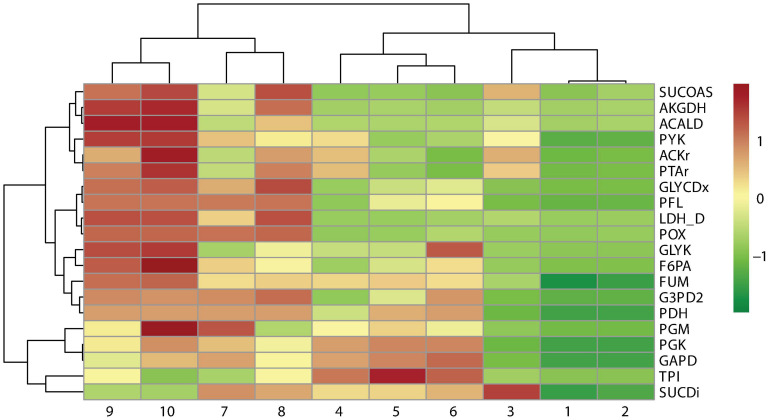
Pearson correlation of reaction frequency by knockout numbers (*k*), predicted using OptKnock.

Since metabolic manipulation of cells results in a stressful process, the negative impact of deletions on the maximum growth rate can be observed. To determine the effects of reaction knockouts over the cell, FBA was carried out and Euclidean distance was calculated for each mutant predicted. Figure 7 illustrates the relationship between the number of knockouts, succinic acid production, and growth rate using FBA and the Euclidian distance between the WT and mutant strains using MOMA. It can be seen that the number of reactions knocked is highly related to high succinic acid production rates due to the elimination of competitive by-products, such as acetate, formate, and lactate, requiring at least three to four deletions. The highest succinate production (∼8.5 mmol/g DW h^–1^) was observed in mutants predicted in ECC2 when 9 or 10 reactions were deleted. However, this implies a substantial reduction in the growth rate to ∼4% compared with the WT strain. Thus, selecting these mutants is unrealistic for the industrial production of succinic acid. The same behavior in the reduction of the growth rate was observed for those mutants that required more than six deletions in mutants predicted in iTA818 and iTA821. In contrast, a considerable reduction in the growth rate (28% of the WT growth rate) as well as an increasing succinic acid production rate (around 30% more than those with 9–10 knockouts) for those mutants with six knockouts was observed. In addition, it was observed that there is no direct correlation, in the same magnitude for all the mutants, between the Euclidean distance and the numbers of knockouts in each mutant. However, Figure 7 shows amplifications in the Euclidian distance between the WT and the mutants when succinate production and knockout numbers increase and growth rate decreases.

**FIGURE 7:**
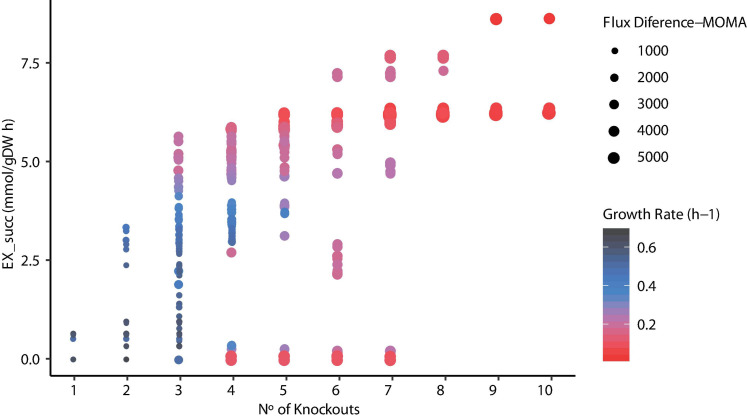
Relationship between the number of knockouts, succinic acid production, growth rate, and flux difference.

### Identification of Critical Metabolic Targets and Potential Mutants

OptKnock results are a large list of knockout combinations where maximum product synthesis occurs at a maximum growth rate reachable (Burgard et al., 2003). However, it has been observed that the optimal solution of the target given by OptKnock is not necessarily growth-coupled, and some mutants predicted do not increase the product target. Consequently, selecting a mutant to be tested in the lab could be really difficult and probably result in a laborious process. Assuming that each mutant product growth “coupled” predicted will result in a successful biological production, these mutants can ensure high productivity over time and initially solve this situation (Shabestary and Hudson, 2016). To identify growth-coupled production solutions, a COBRA Toolbox function was used to verify the minimum and maximum production rates given a set of reactions to be knocked out. As a result, the same minimum and maximum flux for the desired product should be obtained when the maximum growth rate is achieved. One thousand seven hundred ninety-nine (1,799) mutants were predicted to be growth-coupled, 539 to be growth-coupled non-unique (maximum flux - minimum flux > 0.1), and 64 mutants were categorized as not growth-coupled (maximum flux < 0.1). For the mutants categorized as growth-coupled non-unique, an FBA was carried out to predict the succinic acid production rate (Figure 7), where 279 mutants were predicted to have a difference between the maximum production rate predicted by the function and FBA < 2, resulting in 2,078 *in silico* mutants that overproduce succinic acid.

In order to filter and select potential mutants to be tested in the lab, a random forest model to predict the importance of each reaction knockout was developed based on the OptKnock predictions. Each possible combination of reactions using binary values that increase the succinic acid production was associated with the flux of the extracellular succinic acid and biomass reaction obtained by FBA and the Euclidian distance obtained by MOMA. The dataset was divided into two groups: 70% for training and 30% for the test. Following feature selection and cross-validation, a robust model that associated any combination of 58 reaction variables to a predicted growth rate and succinic acid production ratio was obtained. A measure of the importance of the contribution of each feature to the random forest model is shown in Figure 8 indicated by *IncNodePurity*. This model exhibited a mean square error (MSE) value of 0.293 when using the reaction flux of EX_succ_e flux obtained by FBA as a variable response. For growth rate (biomass reaction) as a response variable, the MSE value was 0.0002. Finally, when the Euclidian distance for each mutant was used as the response variable, the MSE value was 9,175.158, indicating that the Euclidian distance is not a good response variable to predict cell behavior when using the random forest model. Moreover, this result allows the use of machine learning models to predict the largest number of mutants than those obtained by OptKnock in terms of growth rate and succinic acid production since OptKnock is more time-consuming.

**FIGURE 8:**
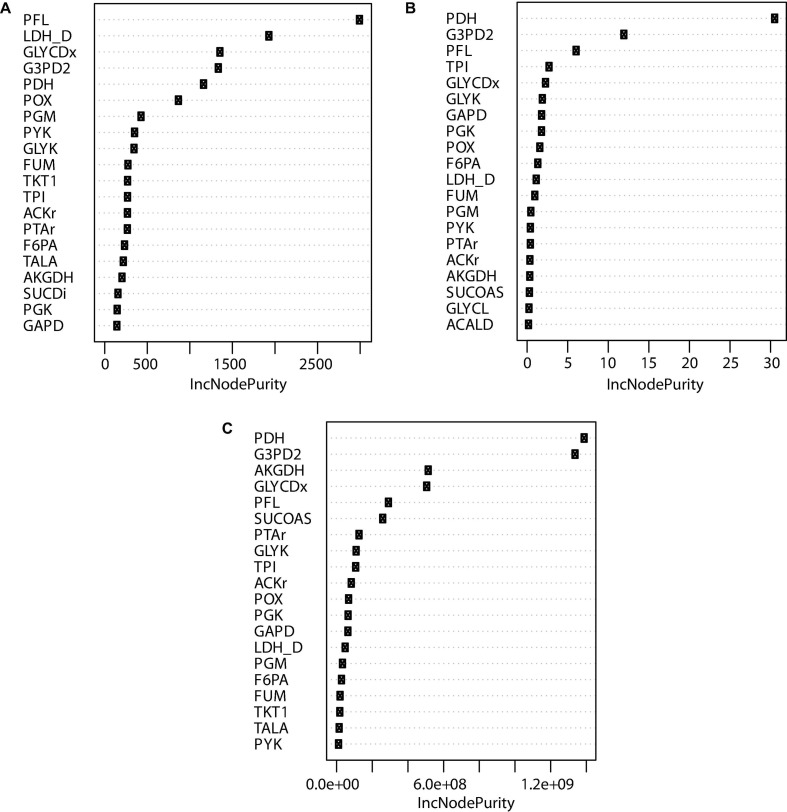
Top 20 node purities obtained using random forest for reactions predicted by OptKnock. **(A)** Reaction knockout importance on succinic acid production. **(B)** Reaction knockout importance in growth rate reduction. **(C)** Reaction knockout importance in Euclidian distance.

Figure 8A shows that PFL, LDH_D, GLYCDx, G3PD2, PDH, and POX are the most important reactions to increase the amount of succinic acid. These reactions are mainly associated with the GldA–DhaKLM fermentative route and the Gly-3-P route (Figure 1) in glycerol utilization (Blankschien et al., 2010), as well as acetyl-CoA generation given by the PDH knockout. In around 24% of the mutants predicted, a combination of GLYCDx and G3PD2 reactions was found to increase succinic acid production. However, POX and LDH_D reactions were not present in iTA818 and iTA821 models, and PDH, G3PD2, and PFL were also found to be the most important reactions, predicted to have an effect on growth rate (Figure 8B).

The pyruvate dehydrogenase complex is a critical connection point between glycolysis and the TCA cycle, both of which function during aerobic respiration through catalyzing the conversion of pyruvate to acetyl coenzyme A (acetyl-CoA) (Schutte et al., 2015). PDH deactivation results in PFL carrying the flux from pyruvate to acetyl-CoA (Khodayari et al., 2015). Simple reaction knockouts show that PDH deletion results in a growth rate reduction of ∼5%. Additionally, five reactions (FUM, GAPD, PGK, PGM, and TPI) were predicted to have the most significant reduction (8–10%) in growth rate during glycerol utilization. Of those reactions, only FUM has a significant positive effect over succinate production when this deletion was carried out alone. However, in mutants in which both FUM and PDH were predicted (59.45%), TPI appeared in around 12.60% (Figure 5). Then, the deletion of genes associated with TPI in addition to FUM and PDH reactions could negatively affect growth rate.

## Discussion

Glycerol metabolism in *E. coli* has been described in the literature (Murarka et al., 2008; Booth, 2014). However, cell changes are carried out as a response to stressful situations. In this study, two conditions were tested for transcription response in *E. coli* to further integrate to metabolic network modeling. Gene expression-wide analyses reveal how cells have the ability to avoid glycerol toxicity, increasing consumption. The most striking response to glycerol consumption and the possible mechanism to optimize succinic acid production from glycerol were revealed by the combination of the transcriptome, metabolic modeling, and machine learning analyses.

After glycerol incorporation in the cell mediated by GlpF, glycerol can be metabolized through two pathways. The first is mediated by the glycerol kinase GlpK through phosphorylation of glycerol to Gly-3-P, followed by GlpD activity under aerobic conditions, leading to dihydroxyacetone phosphate (DHAP) (Figure 1). The alternative pathway consists of an oxidation step by glycerol dehydrogenase (GldA) to yield dihydroxyacetone (DHA), followed by phosphorylation by DHA kinase (DhaK) to yield DHAP as well. 

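The log2 FC of *glpK* (ECOLC_RS22050) against the reference was 22% larger in the optimized medium than in the evolved strain. On the linear scale this is a 39.9-fold rise against a 20.5-fold rise, and the mean CPM in the evolved strain was 0.514 of that in the optimized medium. The evolved libraries ran from 6493 to 15600 CPM and the optimized libraries from 18230 to 22280, so the spread within the evolved group was wider than that within the optimized group. Of the genes of the alternative route, 3 of the 5 genes assigned to dihydroxyacetone phosphotransferase rose by 2.67 to 3.04 on the log2 scale in the optimized medium and by 2.68 to 3.01 in the evolved strain. Glycerol dehydrogenase (ECOLC_RS21920), which oxidizes glycerol in that route, fell by 1.21 (standard error 0.16, adjusted p = 8.45e-05 from edgeR) and by 0.77 (0.16, adjusted p = 0.00187). The other 2 phosphotransferase genes, ECOLC_RS06765 and ECOLC_RS06770, had 0.57 and 0.45, and 1.41 and 1.48. They are also assigned to sugar transport and were left out of the list of this route. The list holds 4 genes, 3 higher and 1 lower in both comparisons, also when adjusted over the list alone. It did not pass camera (adjusted p of 0.107 and 0.0827), except with upper-quartile scaling (0.0412 and 0.0456), and had 0.402 and 0.392 with an estimated correlation.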

In this study, overexpression of *glpK* was observed in both conditions, with a difference of around 20%. This result is not surprising since the GlpK-mediated reaction is a rate-limiting step in glycerol utilization (Herring et al., 2006). However, it has been observed that under the optimized culture conditions, the glycerol utilization rate is higher than that in the evolved conditions, suggesting that other mechanisms should exit in the cell to enhance glycerol utilization. Gly-3-P is the first intermediate between the glycerol pathway and the TCA cycle, as well as between the biosynthesis and catabolism of lipids; however, accumulation of Gly-3-P can become toxic. Thus, it is carefully regulated (Booth, 2014). 

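Outer membrane porins, which let small solutes cross the outer membrane, moved in opposite directions. ECOLC_RS17950 fell to a few CPM in both groups, with 1644 ± 395.0 CPM (SD, n = 3) in the reference, 3.70 ± 0.12 in the optimized medium and 2.97 ± 0.53 in the evolved strain. Its log2 FC was −8.80 (standard error 0.27, adjusted p = 9.72e-09 from edgeR) and −9.12 (0.27, adjusted p = 1.14e-08). ECOLC_RS14330 rose in the optimized medium, from 6461 ± 860.1 to 32080 ± 3965 CPM (log2 FC 2.31, standard error 0.35, adjusted p = 0.000202), and was at 4803 ± 2651 in the evolved strain (−0.43, 0.34, adjusted p = 0.284). Its direct difference was −2.74 (0.36, adjusted p = 0.000539). ECOLC_RS12200 fell in both groups, by 2.34 and 2.18 on the log2 scale. ECOLC_RS07685 had 0.21 (adjusted p = 0.375) and 0.86 (adjusted p = 0.00404). Of the 5 porin genes tested, which include maltoporin, 2 rose and 2 fell in each comparison with the reference, also when adjusted over the list alone, and the list did not pass camera (adjusted p of 0.806 and 0.54). Without evolved replicate 1, ECOLC_RS14330 was lower in the evolved strain than in the reference (−0.96, adjusted p = 0.00602). Supplementary File 1 lists these genes under porin transport and does not pair them with *phoE* or *ompF*.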

The export of Gly-3-P could be mediated by *phoE* and *ompF* membrane porins; however, downregulation of *phoE* (−8.67 and −9.04 log2 FC for the optimized culture and the evolved strain, respectively) and upregulation of *ompF* (log2 FC 2.43) in the optimized culture suggest that it could play an essential role in *E. coli* ATCC 8739 glycerol metabolism at high uptake rates avoiding toxicity.

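*glpQ* (ECOLC_RS07560), the gene of a glycerophosphodiester phosphodiesterase, had 191.0 ± 15.0 CPM (SD, n = 3) in the reference. Its log2 FC was 5.22 (standard error 0.33, adjusted p = 4.82e-07 from edgeR) in the optimized medium and 5.51 (0.33, adjusted p = 3.69e-07) in the evolved strain. The direct difference of 0.29 (standard error 0.28, adjusted p = 0.437 from edgeR) did not pass the test. The level of *glpT* (ECOLC_RS07555), the gene of the glycerol-3-phosphate antiporter, was 119.3 ± 13.3 CPM in the reference, 4961 ± 637.9 in the optimized medium and 2428 ± 1296 in the evolved strain.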

The marked upregulation of *glpQ* (5.351 and 5.597 log2 FC for the optimized culture and evolved strain, respectively), which catalyzes the hydrolysis of glycerol-phosphodiesters to alcohol plus Gly-3-P together with *ompF*, could explain the partially higher transcript abundance of *glpT* since the externally generated (or supplied) Gly-3-P activates GlpT (Wong and Kwan, 1992; Lemieux et al., 2005). This protein exchanges Gly-3-P for phosphate, avoiding the toxicity of both Gly-3-P and the inorganic phosphates (Booth, 2014). As a result and considering that phosphate is necessary to increase glycerol utilization, autoregulation of the PhoB/PhoR two-component regulatory system needs to be down-expressed. Downregulation of PhoB/PhoR was observed in this study, which could explain the achievement of optimal density (Gao and Stock, 2013), as well as contribute to the regulation of glycerol phosphate metabolism (Baek and Lee, 2007).

The transcriptional analysis also identified the differential expression of both flavin oxidases *glpD* and *glpABC*. Once Gly-3-P is in the cytoplasm, it is oxidized to dihydroxyacetone phosphate by one of two flavin-dependent oxidases encoded by *glpD* or *glpABC* genes under aerobic or anaerobic conditions, respectively (Blankschien et al., 2010; Booth, 2014). In the presence of oxygen or nitrates, GlpD transfers electrons to the respective terminal oxidized. In contrast, under anaerobic conditions, the GlpABC system transfers the electrons to fumarate or nitrates (Unden and Bongaerts, 1997). GlpD upregulation was expected since culture conditions were under aerobic conditions, but a higher expression of the *glpABC* system was surprising. 

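By transcript level *glpD* (ECOLC_RS01540) stayed above each gene of *glpABC* in all groups. In the reference it had 2607 ± 82.0 CPM (SD, n = 3), against 635.8 ± 111.4 for *glpA* (ECOLC_RS07550) and 40.0 ± 5.84 for *glpB* (ECOLC_RS07545). *glpA* reached 1518 ± 186.7 and *glpB* 286.5 ± 47.2 in the optimized medium, and in the evolved strain 2543 ± 365.6 and 534.0 ± 97.0. The genes of the anaerobic enzyme were higher in the evolved strain than in the optimized medium, with a direct log2 FC of 0.74 for *glpA* (standard error 0.18, adjusted p = 0.0104 from edgeR), 0.90 for *glpB* (0.18, adjusted p = 0.00466) and 1.01 for *glpC* (0.16, adjusted p = 0.00126). For *glpD* the difference was −0.46 (0.17, adjusted p = 0.0607). It passed with DESeq2 (adjusted p = 0.0142) and without evolved replicate 1 (0.0261).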

Overexpression of *glpABC* under aerobic conditions could be elucidated because of the activation of fumarate reductase enzymes (Table 1) in the evolved strain as a result of high cell densities during the ALE process. However, in glycerol fermentation studies, the Δ*frdA* mutant has been shown to be beneficial for glycerol fermentation because it prevents the negative impact of hydrogen by maintaining suitable redox conditions (Murarka et al., 2008). Moreover, its activity could be supported by *sdhABCD* since they are structurally and functionally homologous (Guest, 1981). Therefore, we hypothesized that *frdABCD* upregulation could be the reason why enhancement in glycerol utilization was not observed in the evolved strain, even when an optimized culture medium was employed.

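In every evolved library each of the *frdABCD* genes was above its level in every optimized library. The CPM of *frdA* (ECOLC_RS20740) were 138.0 ± 12.2 (SD, n = 3) in the reference, 216.8 ± 11.3 in the optimized medium and 450.5 ± 106.1 in the evolved strain. Those of *frdB* (ECOLC_RS20745) were 42.7 ± 5.68, 77.5 ± 15.4 and 156.0 ± 28.1. For *frdD* (ECOLC_RS20755) they were 48.2 ± 7.61, 52.6 ± 16.1 and 101.9 ± 22.1. The exact two-sided permutation p of such a separation is 0.1, the smallest that 3 libraries against 3 allow. From the higher transcript levels of *frdABCD* in the evolved strain, together with studies of glycerol fermentation without *frdA*, the paper proposes that these genes could be why the evolved strain did not use more glycerol in the optimized medium. Glycerol consumption is not among the values analysed here.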

Insights on the molecular adaptive responses of *E. coli* to glycerol consumption revealed by the transcriptional datasets identified a marked *hdeAB* upregulation only in the evolved strain. This is attractive since HdeAB are periplasmic proteins that play a role in optimal protection at low pH (Masuda and Church, 2003; Kern R. et al., 2007). Therefore, differences in *hdeAB* upregulation in the evolved strain and the optimized culture medium probably occur because acetate is the main product in glycerol utilization, and under ALE conditions, pH was not controlled. Moreover, the addition of a phosphate buffer system using the salts Na_2_HPO_4_ and KH_2_PO_4_ provides the culture medium used directly for the optimized condition with a buffering capacity.

It was observed that the main and preferable route for glycerol consumption is the pathway mediated by GlpK since this gene was highly overexpressed in high glycerol consumption cultures. Moreover, *glpK* deletion has also been observed to be essential for glycerol utilization as the sole carbon source (Velur Selvamani et al., 2014). Then, the deletion of this gene could result in a non-effective bioconversion process. As a result, this gene should not be taken into account for engineered *E. coli* strains using glycerol as the carbon source even when the GLYK reaction was repeatedly predicted to be knocked by OptKnock in ECC2 and iTA821 since two pathways for glycerol utilization in *E. coli* exist.

Based on OptKnock and random forest model predictions, four critical control points, glycolysis, pyruvate metabolism, the pentose phosphate pathway, and the TCA cycle, are associated with the overproduction of succinic acid. FUM and SUCDi appear to be the most significant keys in the TCA cycle for succinate overexpression. The results of this study suggest that they are mutually exclusive. Parallelly, the knockout of by-products such as acetate, formate, and lactate by deleting POX, ACKr, PTAr, PFL, and LDH_D was highly predicted to be knocked out. Those results are interesting since one of the bottlenecks for industrial production of bio-based products is the elimination of by-products, which could facilitate the recovery and purification process. These results and those obtained in the transcriptional responses suggest that deletion of the *pta* needs to be, almost as mandatory, carried out since acetate production becomes a competitive pathway in glycerol metabolism for succinic acid production (Zhang et al., 2010).

The pyruvate dehydrogenase complex is a critical connection point between glycolysis and the TCA cycle, both of which function during aerobic respiration through catalyzing the conversion of pyruvate to acetyl coenzyme A (acetyl-CoA) (Schutte et al., 2015). PDH deactivation results in PFL carrying the flux from pyruvate to acetyl-CoA (Khodayari et al., 2015). Simple reaction knockouts show that PDH deletion results in a growth rate reduction of ∼5%. Additionally, five reactions (FUM, GAPD, PGK, PGM, and TPI) were predicted to have the most significant reduction (8–10%) in growth rate during glycerol utilization. Of those reactions, only FUM has a significant positive effect over succinate production when this deletion was carried out alone. These results indicate that those mutants predicted by OptKnock, where FUM and PDH are predicted, need to betested in the lab because it has been observed that a low growth rate could negatively affect the profitability of industrial bio-based production products (Chen et al., 2013a; Tafur Rangel et al., 2018). However, in mutants in which both FUM and PDH were predicted (59.45%), TPI appeared in around 12.60% (Figure 5). Then, the deletion of genes associated with TPI in addition to FUM and PDH reactions could negatively affect the growth rate. This is because in the absence of TpiA, DHAP is converted to methylglyoxal, which, even at submillimolar concentrations, is a toxic compound (Booth, 2014). DHAP is the result of the alternative pathway on glycerol metabolization consisting of an oxidation step by glycerol dehydrogenase (GldA). DHAP must be transformed into the general glycolytic pathway through isomerization by triosephosphate isomerase (TpiA) as glyceraldehyde-3-phosphate (GA3P). Therefore, deletion of *tpiA* could result in growth inhibition and cell death in the presence of glycerol as the only carbon source (Velur Selvamani et al., 2014). However, since FBA is not able to capture regulation, this situation could not be predicted by OptKnock.

Finally, computational models suggest that deletions of just six to seven reaction knockouts are beneficial for industrial production since the growth rate does not decrease extremely. It is important to consider that a similar succinate production could be achieved if six to eight reactions are knocked out for all models. An assumption using optimization methods to predict cell capabilities is that the cell could quickly adjust the metabolism to maximize growth under certain conditions. This affirmation could be true for WT strains because FBA predicts an optimal condition. However, in metabolically engineered strains, the cell attempts to compensate for the genetic changes carried out by the fewest changes in gene regulation until it achieves an optimal state that could be predicted using FBA (Senger et al., 2015). Then, FBA in engineered strains predicts a long-term evolved state. Thus, an alternative to evaluate unevolved mutants is the MOMA method (Segre et al., 2002). MOMA solves this problem by finding the solution that is most similar to the WT state (maximization of WT growth rate). Figure 7 shows a jump in the Euclidian distance between the WT and mutant strains when succinate production increases. This result could imply that after genetic manipulation, microbial cell factories require to be evolutionarily engineered. ALE studies have shown to provide the cell with the ability to grow under selection pressure to go up from a suboptimal state to optimal growth rate predicted using *in silico* models (Ibarra et al., 2002). Moreover, since OptKnock seeks to maximize the flux of a target chemical while maximizing the growth rate, our predictions could be beneficial for further ALE experiments because microbial cell factories have naturally evolved to maximize the growth rate. Thus, the succinic acid production rate would increase as biomass formation increases (Shabestary and Hudson, 2016) by using ALE rounds after metabolically engineering cells (Graf et al., 2019).

## Conclusion

By adopting tools from various disciplines, computational methods for systems metabolic engineering have been developed to understand cell behavior and how level systems (RNA, proteins, and metabolites, among others) can interact inside the cell for industrial purposes. In the same way, *E. coli* has been extensively studied to become a cell factory for the production of useful bio-based chemicals and materials through its native capabilities. However, there are some challenges that still need to be overcome.

This study proposes that computational tools can accelerate the optimization of cell factories by identifying metabolic engineering targets (genes/reactions) and not just by predicting mutants that may be biologically unviable. Therefore, systems metabolic engineering reduces time in rational strain design and guides in the selection of metabolic engineering targets based on cell behavior under experimental conditions. Simultaneously, departing from traditional computational tools, new methods such as machine learning could be proposed as an interesting alternative for the reduction of computational demand. However, these techniques are dependent on the level of completeness and accuracy of the metabolic model considered, which could be improved by using omics data.

## Data Availability Statement

The original contributions presented in the study are included in the article/Supplementary Material. The RNA datasets presented in this study can be found in the NCBI’s Gene Expression Omnibus database and are accessible through GEO Series accession number GSE140847. Further inquiries can be directed to the corresponding author/s.

## Author Contributions

AT: conceptualization, methodology, software, validation, investigation, visualization, formal analysis, and writing—original draft preparation. WR, DM, and CO: investigation. RC: methodology, software, and writing—review and editing. JG: supervision and writing—review and editing. AG: conceptualization, supervision, and writing—review and editing. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

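RNA was sequenced from 3 cultures in each of 3 groups: the reference condition (glycerol-based medium), the optimized culture medium, and an evolved strain grown in the optimized medium. The authors trimmed reads with Trimmomatic 0.38, mapped them with Bowtie2 and counted them per gene with featureCounts, and the deposited tables hold these raw counts for each library, without pooling of replicates. Genes with a low average count had been left out by the authors before the tables were deposited. The paper gives a limit of 100 for this filter, and the lowest mean count over the 6 libraries is 68.2 in the optimized table and 67.8 in the evolved table, with 35 and 22 genes under 100. The deposited log2 fold changes were made by the authors with DESeq2 through SARTools, from the reference libraries and those of the other group. The p-values, with and without adjustment over the genes of each table, came from the same DESeq2 run by the authors, as deposited. The versions of Bowtie2, featureCounts and DESeq2 are not given in the text of the paper or the labels.

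The raw counts of the 3507 genes in both tables were used, and 2 and 32 genes present in only the optimized or the evolved table were left out. Another 38 genes had a mean count under 100 over the 9 libraries, which left 3469 genes. The 12 columns of normalized values per sample were not used here. Counts were scaled by TMM, with factors of 0.862 to 1.177, and fitted over all 9 libraries with a coefficient per group by edgeR 4.0.16 (quasi-likelihood F-test) in R 4.3.3. All adjusted p-values of single genes come from edgeR, after Benjamini and Hochberg, unless DESeq2 1.42.0 is named. A DEG had an adjusted p under 0.05 and a log2 FC of at least 2 in size. Standard errors were derived from the same fit, as the size of the log2 FC divided by the square root of the F statistic. They are approximate. Shared and unique DEGs were counted at these limits, and the evolved strain was also compared directly with the optimized medium. On simulated data with 200 changed genes among the 3469, edgeR recovered 93% to 98% of changes of 1 on the log2 scale and 100% of changes of 3. It called 5 to 8 of 3269 unchanged genes at the adjusted p limit and none as a DEG, while DESeq2 called 28 to 37 and none as a DEG. The simulated changes were as many up as down, and the counts were drawn from the kind of model that is fitted. In the data 72.9% of genes passed the adjusted p limit in the optimized medium and 66.9% in the evolved strain. The simulated rates therefore need not hold for these comparisons.

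The locus tags were paired with names only through the 14 genes of Table 1 and the gene and reaction lists of Supplementary File 1, which give a reaction for 981 genes of both tables. Of its larger reaction sheet only the first 1832 reactions were held, so a gene with a reaction only in the rest counts here as a gene without a name. The gene table supplied as a reference belongs to another *E. coli* strain and shares no locus tag with the counts, so it gave no names. Of 30 gene lists written from textbook knowledge before the data were examined, 15 were tested, those with at least 3 tested members and as many genes matched as 50% of the symbols of the list or more. Lists of anaerobic respiration, terminal oxidases, iron acquisition and nitrogen limitation were matched in part and were not tested as lists. Another 11 were not matched to locus tags through reactions. They were the maltose, Pho and sugar uptake genes, acid resistance, flagella, chemotaxis, ribosomal proteins, the general stress, heat shock and SOS responses, and curli. Supplementary File 1 does assign reactions of maltodextrin use and glutamate decarboxylase to genes, and some of these genes are given singly. The match of lists to locus tags through reactions was written after the data, and some values, had been seen. It could bring in genes that were not on the written list. The list of acetate metabolism and mixed-acid fermentation had 9 symbols and 18 matched genes. Glycolysis and gluconeogenesis had 18 and 23, and the TCA cycle 16 and 17. The lists were tested with camera from limma 3.58.1 at a preset correlation of 0.01 between genes, and beside it with an estimated correlation and with fry. At the preset correlation, mixed splits of the libraries passed up to 10, 11 and 5 lists, against 9, 6 and 4 for the real groups. A pass at that setting is therefore weak evidence by itself. The lists of fumarate reductase and succinate dehydrogenase are those the study names. Subsystems of the core model with at least 5 tested genes were tested for enrichment by Fisher's exact test, one-sided, a choice made after the data were seen.

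Genes named in the text were chosen by a rule written before the data were examined, when the values of Table 1 and of the paper's text had been seen. It takes every gene the study names, the 5 largest rises and 5 largest falls of each comparison among genes with a name that pass the test and separate the groups completely, and up to 4 members of each list that passes camera. A name meant a symbol from Table 1 or a reaction. Where a gene had several reactions, only 1 was kept as its label. Reactions outside transport came first, then those of the core model, then those with the fewest genes. Remaining ties went by alphabetical order, so a label can leave out another substrate. Genes outside this rule belong to a reaction or list that is discussed or to a pattern in the closing section, and were chosen after the data were seen.

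The alternatives were RLE and upper-quartile scaling, DESeq2, a mean count of at least 10 or no filter, only the 6 libraries of a comparison, the replicate number as a block, each library left out in turn, the 10 most abundant genes left out, a test against a log2 fold change of 2, a limit of 1, and the authors' deposited statistics over the genes kept. The planned test of flagella and chemotaxis genes among those lower in the evolved strain only was not run, since no member was matched. The GO annotation, the metabolic models and the OptKnock results were not analysed here.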

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

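The tests of shared reads between the decarboxylase genes, of low counts at the lactate genes, and of a swap and of depth for evolved replicate 1 were chosen only after the result was seen, as was the use of evolved replicate 2 or 3 alone in the mixture test.

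Against the reference, 59 genes were higher in one group and lower in the other at an adjusted p under 0.05 from edgeR, and also differed directly, 34 higher and 25 lower in the evolved strain than in the optimized medium. Of these, 18 have a symbol or reaction, and 22 differed directly by a log2 FC of at least 2 in size.

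The glutamate decarboxylase genes ECOLC_RS01050 and ECOLC_RS11595 and the glutamate antiport gene ECOLC_RS11600 were lower in the optimized medium and higher in the evolved strain, with direct log2 FC of 2.89, 3.01 and 3.66. Library scaling is argued against, since over 3 scalings all signs were kept and the smallest change was 0.877. A single library is argued against, since the smallest direct log2 FC without any library was 2.68. Reads shared between the decarboxylase genes stay open, since the antiport gene, with 3.66, was chosen for the same pattern and its change decides nothing. The direct values compare 2 strains in the same medium. The design has no evolved strain in the reference medium, so whether the strains also differ there was not tested.

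The lactate genes ECOLC_RS00545 (L-lactate dehydrogenase) and ECOLC_RS00555 (lactate transport, labelled here by a D-lactate reaction) had direct log2 FC of −4.68 and −5.73. With the neighbouring gene ECOLC_RS00550, they were far higher in optimized replicate 2 (2210, 3700 and 332 CPM) than in optimized replicates 1 and 3 (142 and 180, 219 and 235, 26.5 and 23.8). Without that library the direct values were −2.29 and −3.12, and those of the optimized medium against the reference were 2.25 and 2.69 in place of 4.64 and 5.30, still past the test. A library that stands apart as a whole is argued against, since 4 genes were at least 4 times higher there than in both others of its group, against 6 in optimized replicate 1, and low counts are too, since the lowest count of the 3 genes there was 9765. The 4 genes counted as higher there include the 3 of the pattern, and a smaller or downward shift of the whole library is not covered by that count. What set this culture apart was not tested.

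Evolved replicate 1 lay between the groups. On a line from the optimized mean (0) to the mean of evolved replicates 2 and 3 (1) it lay at 0.66. The optimized libraries, each placed with the mean of the other 2 of its group as 0, lay at 0, 0.04 and 0.13, which argues against a swap with an optimized library. RNA of optimized cells mixed into a culture like evolved replicates 2 and 3 would give 1 share from all genes. The median share was 0.44 over 106 genes higher in the evolved strain and 0.84 over 152 lower genes. The difference was −0.4, with a 95% interval of −0.45 to −0.36 from resampling genes. It was −0.37 or −0.34 with evolved replicate 2 or 3 alone as the end. Genes are not independent, and the interval holds no spread between cultures. Mixing into a culture in another state was not tested. Depth is argued against, since its total count differed by 1.09% from that of evolved replicate 3. A difference in the state of this culture may remain, and it was not tested.

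Other genes that went opposite ways were *fumA* (direct log2 FC −2.04), dimethyl sulfoxide reductase (ECOLC_RS14505, 2.27, and ECOLC_RS14510, 2.43), ribonucleoside-triphosphate reductase (ECOLC_RS20300, 2.07), fumarate transport (ECOLC_RS21000, 2.34), enoyl-CoA isomerase (ECOLC_RS22465, −2.81) and acetyl-CoA acyltransferase (ECOLC_RS22470, −2.08). The optimized side ended without single libraries for ECOLC_RS14505 (reference replicate 3 or optimized replicate 1, adjusted p of 0.0579 and 0.0586), ECOLC_RS14510 (reference replicate 1 or 3 or optimized replicate 1 or 2, 0.0502 to 0.0951), ECOLC_RS20300 (reference replicate 1 or 3 or any optimized library, 0.0527 to 0.0769) and ECOLC_RS22465 (any reference library or optimized replicate 1, 0.0597 to 0.152, and with upper-quartile scaling, 0.114). The fall of *fumA* against the reference ended without evolved replicate 2 or 3 (0.0666 and 0.0507). The direct log2 FC came under 2 in size, still past the adjusted p, for *fumA* (−1.94 to −1.98 without optimized replicate 1 or 3 or evolved replicate 2 or 3), ECOLC_RS20300 (1.95 and 1.89 without evolved replicate 2 or 3) and ECOLC_RS22470 (−1.84 and −1.99 without optimized replicate 1 or evolved replicate 3).

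Among the largest direct differences were also glutamine synthetase (ECOLC_RS22340, 2.65), asparagine synthetase (ECOLC_RS22960, 2.63), a silver export gene (ECOLC_RS16535, −3.03), acetate-CoA ligase (ECOLC_RS21285, −2.97) and a gene of D-glucose transport by an ABC system (ECOLC_RS08030, −2.87). For ECOLC_RS08030, the rise in the evolved strain against the reference ended without evolved replicate 1 (0.51, adjusted p = 0.141) or reference replicate 1 or 3 (0.0784 and 0.0746) and with the authors' deposited statistics (0.0576). ECOLC_RS16535 had 69.26 CPM in optimized replicate 2, against 17.26 and 15.83 in replicates 1 and 3, and without that library its direct log2 FC was −1.985 (adjusted p = 0.0136).

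The paper does not discuss the iron genes. In the optimized medium the log2 FC was 8.99 for 2,3-dihydroxybenzoate adenylate synthase (ECOLC_RS16415), 7.96 for isochorismate synthase (ECOLC_RS16420), 7.61 for ferric dihydroxybenzoylserine transport (ECOLC_RS07990), 7.56 for isochorismatase (ECOLC_RS16410) and 7.18 for enterochelin esterase (ECOLC_RS16465). In the evolved strain it was 7.82 for ECOLC_RS16415, 6.98 for ECOLC_RS16410, 6.41 for ECOLC_RS16420 and 6.35 for (L-seryl)adenylate synthase (ECOLC_RS16455). The largest falls it does not discuss, among genes with a symbol or reaction and with porins set aside, were in the following genes. Acetylornithine transaminase (ECOLC_RS10130) had −8.85 in the optimized medium and −8.35 in the evolved strain, and arginine succinyltransferase (ECOLC_RS10135) had −8.74 and −8.60. For 3-aminoacrylate hydrolase (ECOLC_RS13895) the values were −8.49 and −7.87, and for ammonia transport (ECOLC_RS17010) −8.35 and −5.86.

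For each comparison, 10 splits of the 6 libraries are too few for a share under 0.05. The real split gave 454 DEGs in the optimized medium, 411 in the evolved strain and 73 in the direct comparison, and the highest other split gave 0 in each, so 1 of the 10 splits reached the real count. For gene lists passing camera, the real split gave 9, 6 and 4, the highest other split gave 10, 11 and 5, and 4, 7 and 5 of the 10 splits were as large. The number of lists passing camera at the preset correlation therefore does not set the real groups apart from mixed ones.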

How the results depend on the processing

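The choice of subsystems in place of lists was made only after the result was seen. No direction of a called value was reversed under any alternative, and no DEG of the 3 comparisons was a DEG in the opposite direction.

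Upper-quartile scaling kept 395 of the 454 DEGs of the optimized medium, 382 of 411 of the evolved strain and 54 of 73 of the direct comparison. It gave 26 lower DEGs in the direct comparison, 93 lower and 55 higher in the optimized medium only, and it shifts the median of all genes. DESeq2 kept 450, 410 and 70 of them and gave 456, 413 and 71 DEGs. The authors' deposited statistics over the genes kept gave 456 and 416.

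The limits on size moved the counts most, by construction. A test against a log2 fold change of 2 gave 265 DEGs in the optimized medium (144 higher, 121 lower), 260 in the evolved strain (131 and 129) and 1 in the direct comparison (1 and 0; at an unadjusted p under 0.05, 22 were lower). The 1 gene was the antiport gene ECOLC_RS11600. It gave 93 shared lower genes, 28 lower and 38 higher in the optimized medium only, 36 lower and 25 higher in the evolved strain only, and 0 of these passed it in the direct comparison. A limit of 1 gave 1281 (664 and 617), 1087 (544 and 543) and 361 (163 and 198), with 413 shared lower and 444 shared higher genes, 204 lower and 220 higher in the optimized medium only, 130 lower and 100 higher in the evolved strain only, and 435 of these past the direct comparison.

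Of 15 lists, 9, 6 and 4 passed camera. With an estimated correlation 0, 0 and 0 passed (2, 3 and 0 at an unadjusted p under 0.05), and fry called 14, 13 and 6. The estimated correlations between genes ran from −0.0526 for the porin list to 0.773 for NADH dehydrogenase I. All but that of the porin list were above the preset 0.01, which makes the p-values at the preset too small for those lists. How much of the difference between the tests comes from this was not tested. The methionine list no longer passed in the direct comparison without optimized replicate 1 (adjusted p = 0.0804).

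Without each library in turn, DEGs ranged from 442 to 475 in the optimized medium, 401 to 437 in the evolved strain and 57 to 91 in the direct comparison, lowest without optimized replicate 1 or evolved replicate 3 and highest without evolved replicate 1. Shared genes ranged from 150 to 162 lower and 144 to 168 higher, and lists from 9 to 9, 6 to 7 and 3 to 6.

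With the replicate number as a block there were 460, 407 and 71 DEGs. Pairing by number was examined on the deviations of log2 CPM from the group mean of each gene, not on the levels themselves. Between libraries of the same number these deviations correlated at −0.21, −0.16 and 0.05 for optimized and reference. The values were −0.21, −0.3 and 0 for evolved and reference, and 0.03, 0.19 and −0.01 for evolved and optimized. The best partner never had the same number. The test of motility genes was not run under any setting, since no member was matched. Among single genes and lists, 205 lost and 75 gained a call under some alternative, counted per result and setting, 84 changed sign without a call, and 7794 stayed as called or as not called.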

Differences from the paper's values

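The paper states that the *atp* genes had similar log2 FC in both groups except *atpA*, which differed between them by around 1 on that scale. The direct log2 FC of the 9 ATP synthase genes ran from −0.75 (ECOLC_RS23010) to 0.03, and the lowest value under any alternative set before the data were examined was −0.88, for ECOLC_RS23010 without evolved replicate 1. No locus tag is paired here with *atpA*, so these values do not show a disagreement with the paper. The rise of these genes in both groups, which the paper also states, was found for 8 of 9.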

Other observations

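The matching of the lists to genes and the use of subsystems were chosen only after the result was seen.

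Of 17 TCA cycle genes, 12 rose and 1 fell in the optimized medium (12 and 1 when adjusted over the list alone; median log2 FC 1.13, camera adjusted p = 0.0139, and 0.402 with an estimated correlation), and 6 rose and 4 fell in the evolved strain (6 and 4 when adjusted over the list alone; camera adjusted p = 0.785). Of the 4 matched genes of cytochrome bo3, 4 rose in the optimized medium (1.91 to 2.67; 4 when adjusted over the list alone) and 1 in the evolved strain (0 when adjusted over the list alone). That 1, ECOLC_RS17210, ended without any reference library or evolved replicate 1 (0.0561 to 0.0674) and with upper-quartile scaling (0.0602), and ECOLC_RS17215 and ECOLC_RS17220 passed without evolved replicate 2 (0.0216 and 0.0183). Of 13 genes of NADH dehydrogenase I, 11 rose and 1 fell in the optimized medium (adjusted over the list alone, 11 and 1; camera adjusted p = 0.019, and 0.528 with an estimated correlation), and 7 rose and 2 fell in the evolved strain (0.112). In the direct comparison 1 was lower and 12 did not pass (0 when adjusted over the list alone; camera adjusted p = 0.0696, and 0.795 with an estimated correlation). This list passed there with only the 6 libraries compared (0.0475), with the replicate number as a block (0.0295) and without optimized replicate 2 (0.00328).

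Of 9 arginine genes, 8 rose and 1 fell in both groups (8 and 1 when adjusted over the list alone; camera adjusted p of 0.00915 and 0.00216, and 0.402 and 0.434 with an estimated correlation), and 5 were higher in the direct comparison (6 when adjusted over the list alone; 0.0107, and 0.655 with an estimated correlation). The 1 that fell was the acetylornithine transaminase gene ECOLC_RS10130 (−8.85 and −8.35). It lies next to the gene of arginine succinyltransferase (ECOLC_RS10135, −8.74 and −8.60). Its place in the list rests on its reaction alone, so it need not serve arginine synthesis. Acetylglutamate kinase (ECOLC_RS21855) had a log2 FC of 3.17 and 4.42. Of 13 genes of leucine, isoleucine and valine synthesis, 12 rose in the optimized medium (13 when adjusted over the list alone; 0.000648, and 0.402 with an estimated correlation), 8 in the evolved strain (0.0786; 0.047, 0.0366 and 0.0346 without reference replicate 1 or 3 or evolved replicate 3, and 0.612 with an estimated correlation), and 10 were lower and 1 higher in the direct comparison (10 and 1 when adjusted over the list alone; 0.000729, and 0.655 with an estimated correlation). Ketol-acid reductoisomerase (ECOLC_RS22820) had 4.45 and 3.25. Of 6 methionine genes, 5 rose in the optimized medium (5 when adjusted over the list alone; 0.0322, and 0.402 with an estimated correlation), 5 rose and 1 fell in the evolved strain (0.112), and 5 were lower in the direct comparison (0.0293, and 0.655 with an estimated correlation). Of 8 histidine genes, 7 rose in both groups (7 when adjusted over the list alone; 0.019 and 0.0199, and 0.402 and 0.54 with an estimated correlation). Of 5 tryptophan genes, 1 rose in the optimized medium and 3 in the evolved strain (1 and 3 when adjusted over the list alone; 0.478 and 0.129).

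Of 9 genes of iron acquisition that could be matched among 37 symbols, 8 rose in the optimized medium and 8 rose and 1 fell in the evolved strain (8, 8 and 1 when adjusted over the list alone), and 3 were lower in the direct comparison. The 2 tested genes of nitrogen limitation, glutamine synthetase (ECOLC_RS22340) and ammonia transport (ECOLC_RS17010), fell in both groups and were higher in the evolved strain than in the optimized medium, by 2.65 and 2.49 (2, 2 and 2 when adjusted over the list alone), the latter 1.77 without evolved replicate 3. Of 9 genes of the pentose phosphate pathway, 7 rose and 2 fell in the optimized medium and 6 rose in the evolved strain (7, 2 and 6 when adjusted over the list alone; camera adjusted p of 0.117 and 0.129). Of 3 glyoxylate shunt genes, 2 rose in the optimized medium (2 when adjusted over the list alone; 0.294), none passed in the evolved strain (0.702), and 2 were lower in the direct comparison (0.303).

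In the authors' deposited table for the optimized medium, 475 genes meet the paper's limits, 253 higher and 222 lower. Another 3 genes with a log2 FC of at least 2, the lactate genes ECOLC_RS00545, ECOLC_RS00550 and ECOLC_RS00555, have no adjusted p there. For the evolved strain 431 meet the limits, 208 higher and 223 lower. For *fumA* and *glpQ* the paper's text gives log2 FC of 1.55 and 5.351 in the optimized medium and −0.53 and 5.597 in the evolved strain, and the authors' deposited values are 1.465 and 5.256, and −0.602 and 5.526.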
